# Core promoter factor TAF9B regulates neuronal gene expression

**DOI:** 10.7554/eLife.02559

**Published:** 2014-07-08

**Authors:** Francisco J Herrera, Teppei Yamaguchi, Henk Roelink, Robert Tjian

**Keywords:** transcription factors, neuronal gene expression, stem cells, motor neurons, TBP-associated factor TAF, neuronal enhancers, mouse

## Abstract

Emerging evidence points to an unexpected diversification of core promoter recognition complexes that serve as important regulators of cell-type specific gene transcription. Here, we report that the orphan TBP-associated factor TAF9B is selectively up-regulated upon in vitro motor neuron differentiation, and is required for the transcriptional induction of specific neuronal genes, while dispensable for global gene expression in murine ES cells. TAF9B binds to both promoters and distal enhancers of neuronal genes, partially co-localizing at binding sites of OLIG2, a key activator of motor neuron differentiation. Surprisingly, in this neuronal context TAF9B becomes preferentially associated with PCAF rather than the canonical TFIID complex. Analysis of dissected spinal column from *Taf9b* KO mice confirmed that TAF9B also regulates neuronal gene transcription in vivo. Our findings suggest that alternative core promoter complexes may provide a key mechanism to lock in and maintain specific transcriptional programs in terminally differentiated cell types.

**DOI:** http://dx.doi.org/10.7554/eLife.02559.001

## eLife digest

Almost all the cells in an organism contain the same genetic information, but they develop into many different types of cells that perform a variety of specialized functions in the body. Brain cells, for example, have a very different shape and function from red blood cells. A small group of proteins act inside cells to switch on the expression of genes it needs to carry out the specific functions of a given cell-type, and switch off the genes that are only needed in other cell types.

Some of these regulatory proteins called ‘core promoter factors’ bind to the DNA near the start of genes. These core factors are known to work in combination with various other proteins to switch genes on or off in specific cell types. However, the specific core promoter factors and partner proteins that guide a cell into becoming a neuron have not been well characterized.

Now, Herrera et al. have identified a core promoter factor called TAF9B that is produced at higher levels when mouse stem cells are coaxed into becoming the motor neurons that carry nerve impulses to muscles. The TAF9B protein works together with an enzyme (called PCAF) to help to switch on the genes that control the development of these cells. Without this regulatory protein, mouse stem cells grown in the lab fail to properly switch on the genes that are necessary to become motor neurons. These mutant stem cells also fail to efficiently switch off genes that stop stem cells from becoming more specialized. High levels of TAF9B were also found in the spinal cord of newborn mice and when Herrera et al. engineered mice that lack TAF9B, these mice did not properly regulate the expression of neuronal genes in their spines.

These new findings might, in the future, improve our ability to guide stem cells into forming neurons, or to reprogram other types of specialized cells into becoming motor neurons. This new information could also prove useful for researchers interested in better understanding neuronal development and might aid in the design of therapies to treat neuronal injuries or diseases, such as motor neuron disease.

**DOI:** http://dx.doi.org/10.7554/eLife.02559.002

## Introduction

Sequence-specific transcription factors are essential for directing cellular differentiation and identity. These factors play key roles in establishing gene expression patterns that dictate cell-type specific functions and characteristics. Cellular reprogramming and de-differentiation leading to the formation of induced pluripotent stem cells offer dramatic examples of how targeted expression of particular sets of transcription factors can control cell fate (reviewed by Graf, 2011). Sequence-specific transcription factors work in concert with a cohort of co-activator complexes and core promoter recognition factors to execute transcriptional activation. These core promoter factors often called ‘basal’ or ‘general’ transcription factors have traditionally been considered invariant and universally required for the expression of all protein-coding genes. However, recent studies suggest that at least some components of this large and diverse group of factors necessary to form the transcriptional pre-initiation complex (PIC) can exhibit both promoter and enhancer targeting activities that are cell-type specific. This specificity depends on the variegated composition of the components in the PIC (reviewed in D'Alessio et al., 2009; Goodrich and Tjian, 2010; Müller et al., 2010).

The first evidence of tissue-specific functions of core PIC factors came from studies of TAF (TBP-associated factors) subunits in the core promoter recognition factor TFIID. A paralog of TAF4, called TAF4B, was found to control oocyte-specific activation of transcription in mouse ovaries (Freiman et al., 2001). In *Drosophila,* a group of five TAF paralogs (No hitter/TAF4; Cannonball/TAF5; Meiois I arrest/TAF6; Spermatocyte arrest/TAF8; and Ryan express/TAF12) all play specific roles in spermatogenesis (Hiller et al., 2004; Chen et al., 2005). Similarly, another orphan TAF, TAF7L, cooperates with TBP-related factor 2 (TRF2) to regulate spermatogenesis in mice (Cheng et al., 2007; Zhou et al., 2013a). Tissue-specific functions of TAF7L were also found in adipocytes where it acts in conjunction with PPAR**γ** to control the transcription necessary for adipogenesis (Zhou et al., 2013b). In mouse embryonic stem (ES) cells, TAF3 pairs up with CTCF to drive the expression of endoderm specific genes while in myoblasts TAF3 works with TRF3 in the differentiation of myotubes (Deato and Tjian, 2007; Liu et al., 2011). Collectively these experiments suggest that combinations of different subunits of the multi-protein core promoter factors can be enlisted to participate in gene- and tissue-specific regulatory functions. Thus, mouse ES cells and other progenitor cells very likely have quite different requirements for such factors compared to terminally differentiated mature cell-types. Dissecting the various diversified mechanisms that control gene transcription in terminally differentiated cells should contribute to our still rudimentary understanding of the gene regulatory processes that modulate homeostasis in somatic cells and those that could lead to degeneration of adult tissue in disease states. A more detailed analysis of these critical molecular mechanisms may also help improve new strategies to achieve efficient cellular reprogramming and stem cell differentiation.

Despite emerging evidence for unexpected activities carried out by core promoter factors in various cellular differentiation pathways, little was known about their potential involvement in the formation of neurons during embryogenesis. In this study we explore whether TAFs or other core promoter recognition factors become engaged in neuronal specific functions to regulate the expression of neuronal genes. To address this question we used an in vitro differentiation protocol to induce murine ES cells to form spinal cord motor neurons (MN), which control muscle movement. Loss of motor neurons gives rise to devastating diseases, including amyotrophic lateral sclerosis (ALS) (reviewed by Robberecht and Philips, 2013). Consequently, motor neurons have been the focus of intense study and several key classical sequence-specific DNA-binding transcription factors regulating the expression of motor neuron-specific genes have been identified (reviewed by di Sanguinetto et al., 2008; Kanning et al., 2010). However, there was scant information regarding the role, if any, of core promoter factors in directing the network of gene transcription necessary to form neurons. In this report, we have combined genomics, biochemical assays, and gene knockout strategies to dissect the transcriptional mechanism used to generate motor neurons from murine ES cells in vitro as well as to uncover novel in vivo neuronal-specific changes in core promoter factor involvement and previously undetected co-activator functions.

## Results

### TAF9B is up-regulated upon neuronal differentiation

To examine whether the expression of various components of the core promoter recognition complex changes upon neuronal differentiation, we induced ES cells to form motor neurons using retinoic acid (RA) and the smoothened agonist SAG as described previously (Wichterle et al., 2002). We confirmed the generation of motor neurons in embryoid bodies (EBs) by immunostaining for motor neuron-specific markers LHX3 and ISL1/2 (Figure 1A) as well as by RNA-seq analysis (Figure 1—figure supplement 1A). 

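This RNA-seq comparison rests on 1 library of undifferentiated ES cells and 1 library of EBs differentiated for 6 days, both labelled WT. No condition of the RNA-seq data has replicates. The authors sequenced poly-A RNA, mapped the reads against RefSeq genes with TopHat and used Cuffdiff to give each gene an FPKM value (fragments mapped to a transcript, scaled to its length and to the size of the library). Read counts are not part of these tables, so the depth behind each value is unknown. The ES cell and EB libraries were normalized in separate tables, each beside its *Taf9b* KO counterpart, and the log2 ratios between them were computed here from the FPKM values without a pseudocount. Across 11174 genes the median log2 ratio between the libraries labelled WT of both tables was 0.16. The 13 genes plotted in Figure 1—figure supplement 1A had a median log2 ratio of 7.28, and all 13 were more than 2-fold higher in EBs. The ratios ran from 2.03 for *Neurod1*, at 2.27 FPKM in ES cells and 9.30 FPKM in EBs, to 10.30 for *Neurod4*, at 0.00671 and 8.47 FPKM. *Mnx1* rose from 0.335 to 14.3 FPKM and *Isl1* from 0.0707 to 11.0 FPKM. Because most of these genes were near 0 in ES cells, the pseudocount moved the result most: with 1 FPKM added to both values the median log2 ratio was 3.52.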

To obtain enriched populations of motor neurons, we differentiated a murine ES cell line containing a motor neuron-specific promoter (*Mnx1*) fused to GFP as a means of isolating post-mitotic motor neurons present in these EBs (Figure 1B, Figure 1—figure supplement 1B; Wichterle et al., 2002). Using this highly enriched motor neuron cell population, we compared the mRNA expression levels of genes coding for canonical TAF subunits in TFIID as well as various TAF paralogs (Figure 1C). As seen in other differentiated cell types, several TAFs are down-regulated upon motor neuron differentiation (Figure 1; Deato and Tjian, 2007; D'Alessio et al., 2011; Zhou et al., 2013b; Guermah et al., 2003). Intriguingly, one TAF paralog (*Taf9b*) was significantly up-regulated in GFP expressing (GFP+) motor neurons but not in the GFP negative (GFP−) cells (Figure 1C). We confirmed that the up-regulation of TAF9B and down-regulation of several other TAFs occur at the level of both mRNA and protein (Figure 1D), and follows the kinetics of post-mitotic neuronal marker *Tubb3* but not the progenitor cell markers *Pax6* and *Olig2* (Figure 1—figure supplement 1C). We next dissected spinal cord tissue from newborn mice and performed RNA-seq to measure in vivo *Taf* expression levels and compare them to those observed for mouse ES cells in culture. 

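Spinal cord tissue of newborn WT mice was sequenced as 1 library. The authors set it against 1 library of ES cells labelled WT in a single Cuffdiff table of FPKM values, whose depth is unknown. Of the 23152 loci in the table, 14390 were above 1 FPKM in at least 1 of the 2 libraries. The median log2 ratio of these genes, spinal cord over ES cells, was -0.26, and the FPKM values of all loci summed to 0.646 times the ES cell sum in spinal cord. The same ES cell library is also listed beside *Taf9b* KO ES cells, where its values are lower by a near-constant factor of 1.09 across 11870 genes. Gene lists were described by their median log2 ratio and by its percentile among the medians of 10000 random lists of the same size, drawn from genes of like mean expression.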

As expected, most *Taf* subunits of TFIID in newborn spinal cord are expressed at lower levels than in mouse ES cells, while *Taf9b* is up-regulated more than 10-fold, consistent with the results obtained with the in vitro differentiated motor neurons (Figure 1E). 

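*Taf9b* (NM_001001176), on chromosome X of build mm9 from 103402213 to 103416497, was at 0.585 FPKM in ES cells and at 7.44 FPKM in spinal cord. The ratio is 12.7-fold, and the authors' deposited Cuffdiff p-value for it is 0.103. Adding 1 FPKM to both values lowered the ratio to 5.32-fold. The ES cell library used is the one labelled WT. In the table that pairs it with the library labelled KO, *Taf9b* was at 0.537 FPKM in it and at 3.06 FPKM in its partner. The size of the rise therefore depends on this label being right. Of the 17 genes for TFIID subunits and their paralogs, 16 were lower in spinal cord, *Taf7l* being listed at 0 there. The largest measured fall was that of *Taf4b*, from 7.87 to 0.466 FPKM (log2 ratio -4.08), followed by *Taf7*, from 45.6 to 2.73 FPKM. The median of the list was -1.37, at percentile 3.11 of the random lists. Centring the ratios on the median of all expressed genes moved this value most, to -1.11, and left 15 of the genes lower. The exception is *Taf11*, whose uncentred log2 ratio was -0.13.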

Notably, changes in the expression levels of *Tafs* in newborn spinal cord are more pronounced than what we observed for the in vitro differentiated motor neurons. 

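Among 33 genes for mediator subunits, 28 were lower in newborn spinal cord than in ES cells, with a median log2 ratio of -0.57 that sits at percentile 37.7 of the random lists. With the ratios centred on the median of all expressed genes, 23 of them were lower. *Med18* fell from 16.4 to 2.43 FPKM, whereas *Med12l* had the largest rise, with a log2 ratio of 1.34. Of 17 genes for general transcription factors other than TFIID, 15 were lower and 13 of these by more than 2-fold. Their median was -1.67, at percentile 0.70, and *Gtf2e2* showed the largest fall, from 81.7 to 6.81 FPKM. *Gtf2a2* and *Gtf2h5* were the higher ones, with log2 ratios of 0.03 and 0.02, and centring left 14 of the list lower.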

We also found that many components of the PIC and selected co-activators were down-regulated upon neuronal differentiation (Figure 1—figure supplement 1D and 1E). These results strongly suggest that induction of TAF9B upon neuronal differentiation is specific and distinct from regulated expression of most other subunits of the PIC.

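In the SAGA and ATAC complexes, 22 of 29 subunit genes were lower in spinal cord than in ES cells, with a median log2 ratio of -1.02 (percentile 7.64), and 20 were lower with centred ratios. *Kat2b*, which encodes PCAF, fell from 12.5 to 2.91 FPKM and *Taf5l* from 55.8 to 6.48 FPKM. Besides *Taf9b*, the genes *Tada1* and *Tada2b* were more than 2-fold higher, at 12.5 and 10.5 FPKM in spinal cord against 4.15 and 5.06 FPKM in ES cells. From the rise of *Taf9b* beside the fall of most other subunits, the paper proposes that the induction of TAF9B is specific and separate from the regulation of the other core promoter factors.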

**Figure 1.**
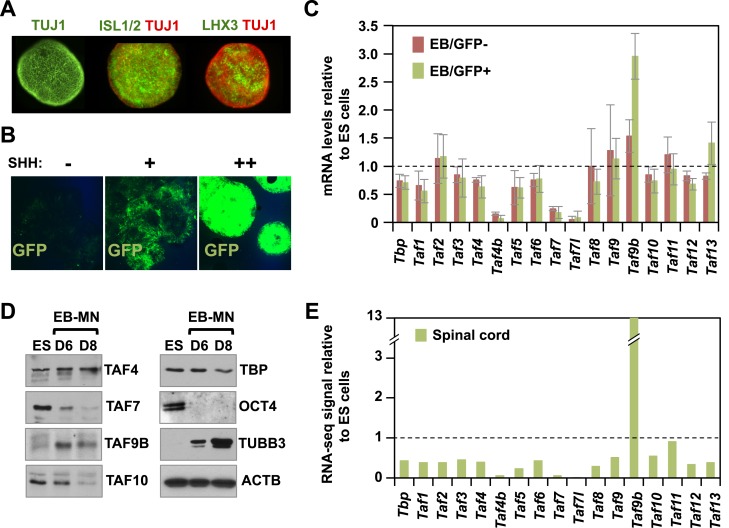
TAF9B is up-regulated upon neuronal differentiation. (**A**) Mouse embryonic stem (ES) cells were differentiated into motor neurons (MN) using embryoid body cultures (EB-MN) for 6 days and immunostained with MN markers ISL1/2 and LHX3, and neuronal marker TUJ1. (**B**) Mouse ES cells containing a MN-specific GFP marker were used to isolate GFP expressing (GFP+) MN cells and to monitor induction of MN under different sonic hedgehog (SHH) concentrations. (**C**) TAF expression levels were measured by qRT-PCR in GFP+ and GFP negative (GFP−) cells sorted from EB-MN differentiated for 6 days and compared to the levels observed in undifferentiated ES cells. Bars show mean ± SD of three biological replicates. (**D**) Western blot analysis of ES cells and EB-MN differentiated for 6 and 8 days detecting TAFs, the neuronal marker TUBB3, the ES cell marker OCT4, and ACTB. (**E**) RNA-seq analysis of TAF expression comparing mouse ES cells and mouse newborn spinal cord tissue. Bars show FPKM values of spinal cord tissue relative to FPKM values of ES cells. **DOI:** http://dx.doi.org/10.7554/eLife.02559.003

**Figure 1—figure supplement 1.**
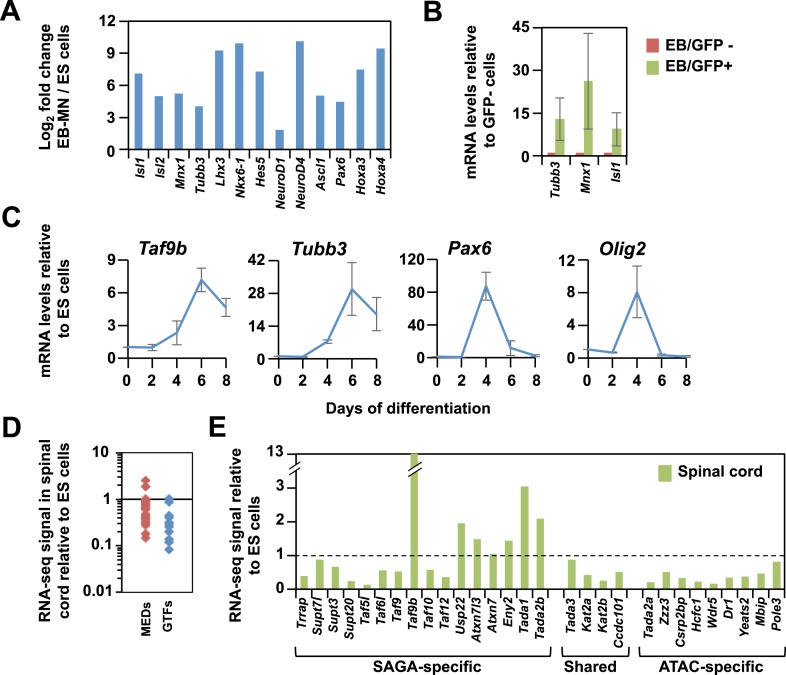
TAF9B is up-regulated upon neuronal differentiation. (**A**) Gene expression levels detected by RNA-seq analysis comparing mouse ES cells and EB-MN cells differentiated for 6 days. Fold inductions are shown as log_2_ fold change between EB-MN and ES cells. (**B**) Mouse ES cells containing a MN-specific GFP marker were used to isolate GFP expressing (GFP+) and GFP negative (GFP−) cells and qRT-PCR analysis was done to compare levels of induction of neuronal markers *Tubb3*, *Mnx1*, and *Isl1* in both populations. Bars show mean ± SD of three biological replicates. (**C**) qRT-PCR analysis detecting *Taf9b*, neuronal marker *Tubb3*, and progenitor markers *Pax6* and *Olig2* in mouse ES cells differentiated into EB-MN in the presence of SAG and Notch inhibitor DAPT (‘Materials and methods’). Graphs represent mean ± SD of three biological replicates. (**D**) RNA-seq analysis comparing the expression levels of components of the core promoter machinery between mouse ES cells and newborn spinal cord tissue. Data points show FPKM values of spinal cord tissue relative to FPKM values of ES cells. MEDs = mediator subunits, GTFs = General transcription factors subunits (TFIIA-TFIIH, not including TFIID). (**E**) RNA-seq analysis comparing the expression levels of the components of the SAGA and ATAC complexes between mouse ES cell and newborn spinal cord tissue. **DOI:** http://dx.doi.org/10.7554/eLife.02559.004

### TAF9B is dispensable for global gene expression in mouse ES cells

To test the function of TAF9B in mouse ES cells and during motor neuron differentiation, we used *Taf9b* knock-out (KO) ES cells generated by the trans-NIH Knock-Out Mouse Project (KOMP). In these cells, all protein-coding exons of *Taf9b* have been replaced with the *LacZ-Neo* cassette (Figure 2A). As expected, the induction of *Taf9b* upon motor neuron differentiation was detected only in wild type (WT) cells but not in *Taf9b* KO cells (Figure 2B,C). We found that *Taf9b* KO cells have a normal mouse ES cell morphology and can be grown in the presence of LIF without displaying any obvious cell growth or cell cycle defects (Figure 2D and data not shown). To determine the role of TAF9B in regulating transcription in murine ES cells, we performed RNA-seq analysis to compare global gene expression patterns in WT and *Taf9b* KO cells. 

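ES cells grown in undifferentiated conditions were sequenced as 1 WT and 1 *Taf9b* KO library, the latter from a line in which a *LacZ-Neo* cassette replaces the coding exons of *Taf9b*. The authors' table gives an FPKM value per library and a Cuffdiff p-value per gene, without read counts, so the depth is unknown. In it, 12032 genes were above 1 FPKM in at least 1 library. *Taf9b* itself was at 0.537 FPKM in the library labelled WT and at 3.06 FPKM in the library labelled KO, a log2 ratio of 2.51 with a deposited p-value of 1.55e-10. This direction is opposite to the one the labels name. Ratios are therefore given as the library labelled KO over the library labelled WT, and each direction refers to the labels alone.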

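By the authors' criteria (above 1 FPKM, changed more than 2-fold and with a Cuffdiff p-value under 0.05), 35 genes were lower and 23 higher in the ES cell library labelled KO. Leaving out the p-value moved these counts most, to 71 and 65 genes. The median log2 ratio of all expressed genes was 0.02. Among genes above 1 FPKM in both libraries *Mir692-1* fell furthest, from 514 to 6.16 FPKM, and *Mid1*, on chromosome X from 166123179 to 166428729, fell from 17.8 to 2.91 FPKM. The mesoderm gene *T* was at 6.86 and 1.75 FPKM, and *Fgf8* at 5.87 and 1.30 FPKM. The largest rise among such genes was that of *Plac9b*, from 1.73 to 4.70 FPKM at each of 3 loci, followed by the Y-linked gene *Eif2s3y*, from 10.6 to 26.0 FPKM.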

The results show that TAF9B is largely dispensable for global gene expression with only a small number of genes deregulated under these conditions (Figure 2E). Interestingly, whereas the core TAF components of TFIID have recently been reported to be critical for murine ES cell pluripotency and in controlling genes such as *Pou5f1*, *Nanog* and *Klf4* (Pijnappel et al., 2013), the absence of TAF9B did not affect expression of pluripotency markers (Figure 2E,F). These results suggest that, unlike other TAFs present in the canonical TFIID complex, TAF9B is dispensable for global gene expression and pluripotency of murine ES cells.

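In the RNA-seq tables, *Pou5f1* was at 859 FPKM in the ES cell library labelled WT and at 880.5 FPKM in the one labelled KO, and *Nanog* at 168 and 182 FPKM, with log2 ratios of 0.04 and 0.12 and deposited p-values of 0.830 and 0.366. *Klf4* and *Esrrb*, the other ES cell genes plotted in Figure 4B, had log2 ratios of -0.14 and -0.17. The median of these 4 genes was -0.05, and it moved to -0.09 at most, when a trend with transcript length was removed.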

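The 16 TFIID subunit and paralog genes other than *Taf9b* had log2 ratios between -0.18 for *Taf3* and 0.20 for *Taf12* in the ES cell library labelled KO over the one labelled WT. From the small number of changed genes and the steady levels of the pluripotency genes, the paper proposes that ES cells can do without TAF9B for global gene expression and for pluripotency.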

**Figure 2.**
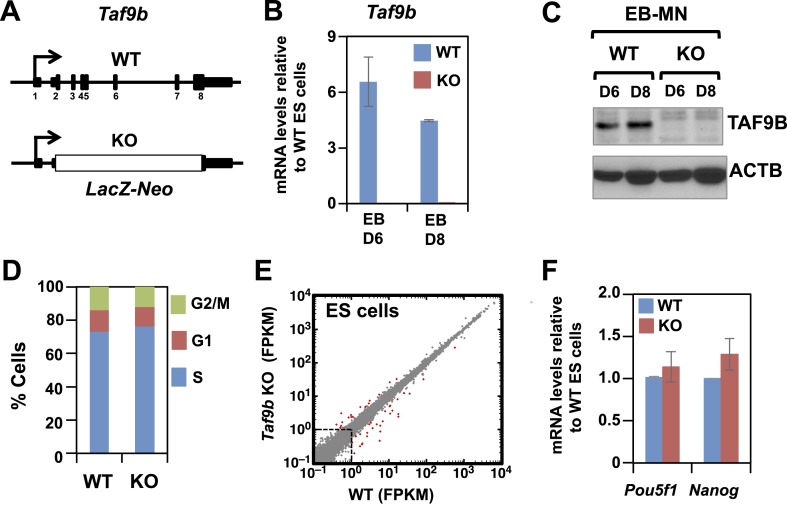
TAF9B is dispensable for global gene expression in murine ES cells. (**A**) In *Taf9b* KO murine ES cells a *LacZ-Neo* cassette replaces all protein coding exons of *Taf9b* gene on the X chromosome. (**B**) qRT-PCR of in vitro differentiated EB-MN for 6 and 8 days detecting the expression of *Taf9b* in WT and *Taf9b* KO cells. Bars show mean ± SEM of three biological replicates. (**C**) Western blot analysis of in vitro differentiated EB-MN for 6 and 8 days detecting the expression of TAF9B in WT and *Taf9b* KO cells. (**D**) Cell cycle profile of WT and *Taf9b* KO ES cells based on BrdU incorporation. Graph represents average values of two independent biological duplicates. (**E**) RNA-seq analysis of WT and *Taf9b* KO ES cells grown in undifferentiated conditions. Scatter plot represents FPKM values for genes expressed in WT and *Taf9b* KO cells. Red dots are genes whose expression is affected more than twofold with p-values <0.05. Gray dots represent genes not changing more than the selected cutoff. (**F**) qRT-PCR analysis of the ES cell markers *Pou5f1* and *Nanog* in WT and *Taf9b* KO ES cells grown in undifferentiated conditions. Bars show mean ± SEM of three biological replicates. **DOI:** http://dx.doi.org/10.7554/eLife.02559.005

### TAF9B is required for efficient differentiation of motor neurons

We next tested whether TAF9B is required for efficient in vitro motor neuron differentiation. ES cells were differentiated as described previously and motor neuron markers *Isl1*, *Mnx1*, and *Lhx3* were measured by qRT-PCR. We observed a significant reduction in all motor neuron markers in *Taf9b* KO cells upon differentiation (Figure 3A). Immunostaining for motor neuron marker ISL1/2 as well as western blot analysis for TUBB3 further confirmed that motor neuron differentiation was compromised in *Taf9b* KO cells (Figure 3B,C). We next measured the down-regulation of ES specific markers *Pou5f1* and *Nanog* upon differentiation and found that *Taf9b* KO cells failed to efficiently down-regulate these ES cell markers (Figure 3A). Immunostaining of OCT4 and NANOG confirmed that a fraction of cells in these neuralized EBs derived from *Taf9b* KO cells continue to express pluripotency markers, whereas few or no cells expressing OCT4 and NANOG were detected in WT cells (Figure 3B). Consistent with the maintenance of an undifferentiated state, a higher number of dividing cells persisted in *Taf9b* KO EBs as determined by the marker for cellular proliferation Ki67 (Figure 3B). We also found an increase in apoptosis in *Taf9b* KO cells compared to WT controls during early stages of differentiation (Figure 3D). These differences in apoptosis were particularly prominent at day 4 when progenitor cells are most enriched. This is consistent with previous observations implicating TAF9B in cell survival and control of apoptosis in human HeLa cells (Chen and Manley, 2003; Frontini et al., 2005). Taken in aggregate, our findings suggest that TAF9B is required for the efficient in vitro differentiation of murine ES cells into motor neurons, and that the absence of TAF9B causes the persistent expression of pluripotency markers under differentiation conditions.

**Figure 3.**
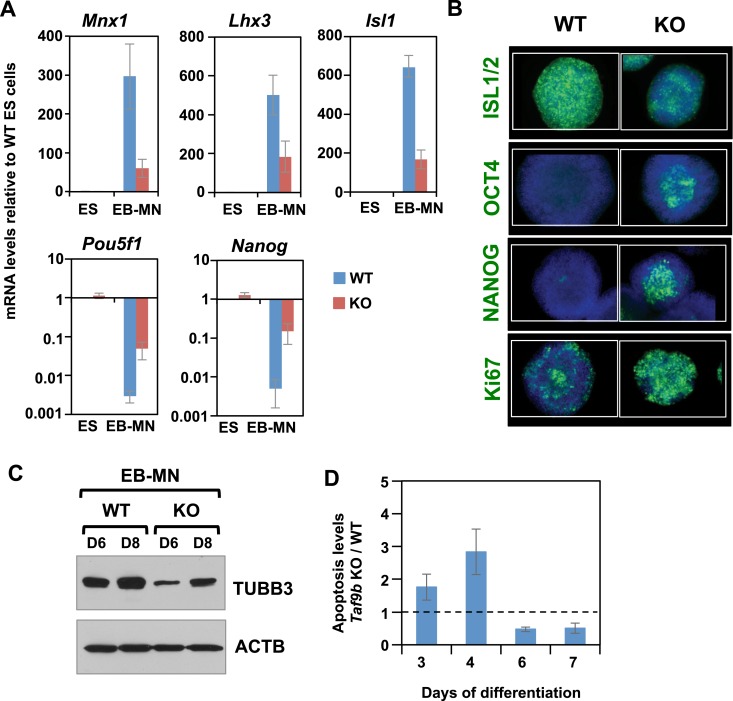
TAF9B is required for efficient differentiation of murine ES cells into motor neurons in vitro. (**A**) qRT-PCR analysis for the MN markers (*Mnx1*, *Lhx3*, *Isl1*) and ES cell markers (*Pou5f1* and *Nanog*) in WT and *Taf9b* KO cells differentiated for 6 days. Values are relative to undifferentiated ES cells. Bars show mean ± SEM of three biological replicates. (**B**) WT and *Taf9b* KO EB-MN, differentiated for 6 days, were immunostained using antibodies against MN marker ISL1/2, ES cell markers OCT4 and NANOG, and cellular proliferation marker Ki67. (**C**) Western blot analysis of WT and *Taf9b* KO EB-MN samples differentiated for 6 and 8 days detecting neuronal marker TUBB3 and ACTB. (**D**) Apoptosis levels were determined using an annexin V based assay in WT and *Taf9b* KO cells at different time points during MN differentiation. Graph shows mean ± SEM for the ratio of *Taf9b* KO to WT cells in three biological replicates. **DOI:** http://dx.doi.org/10.7554/eLife.02559.006

### Efficient induction of neuronal genes requires TAF9B

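Poly-A RNA was sequenced from EBs at 2, 4 and 6 days of differentiation, as 1 library labelled WT and 1 labelled *Taf9b* KO per day, and the undifferentiated ES cells serve as day 0. The authors ran Cuffdiff on each pair of libraries, so levels compared between days come from tables normalized separately, and their depth is unknown. At least 1 FPKM was exceeded in 1 or both libraries by 11968 genes at day 2, 12563 at day 4 and 13006 at day 6. *Taf9b* was higher in the library labelled KO at each of these days, against the direction of the labels. The log2 ratio was 2.98 at day 2, from 0.516 to 4.08 FPKM, 1.12 at day 4, from 1.96 to 4.27 FPKM, and 1.55 at day 6, from 1.37 to 4.01 FPKM. The deposited p-values are 3.01e-08, 0.262 and 0.110. Directions in EBs are thus given by label, as for ES cells.

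**Figure D1:**
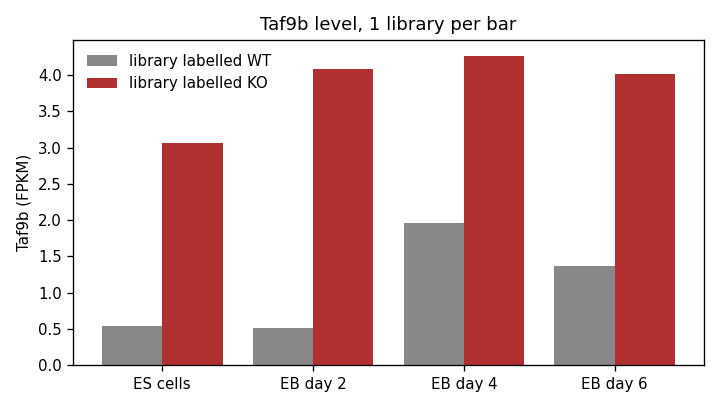
*Taf9b* level in FPKM (vertical axis) in ES cells and in EBs at days 2, 4 and 6; each bar is 1 library, grey for the label WT and red for the label KO. The bar of the library labelled KO is the higher one in all 4 comparisons.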

To obtain a more comprehensive view of the role of TAF9B during motor neuron differentiation, we performed RNA-seq analysis at regular intervals during in vitro motor neuron differentiation of WT and *Taf9b* KO ES cells. 

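The number of genes past the criteria of more than 1 FPKM, a change of more than 2-fold and a Cuffdiff p-value under 0.05 was 58 in ES cells, 175 at day 2, 902 at day 4 and 1076 at day 6. The order of the time points was the same without the p-value, at 136, 309, 2079 and 2658 genes, the largest move in number among the alternatives. With a Benjamini-Hochberg adjustment of the deposited p-values it was again the same, at 38, 69, 185 and 251 genes.

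**Figure D2:**
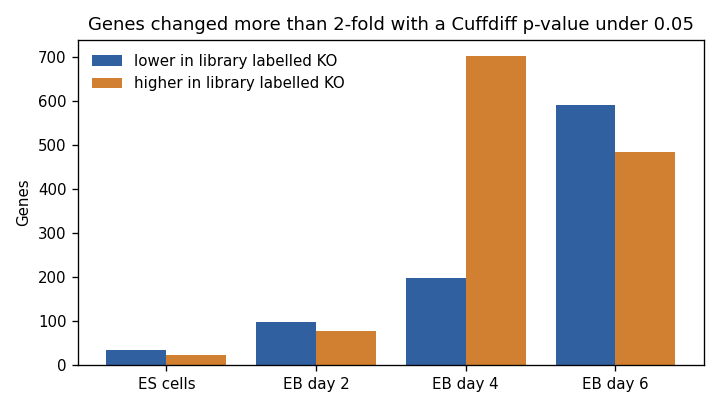
Number of genes past the criteria (vertical axis) in ES cells and in EBs at days 2, 4 and 6, with genes lower in the library labelled KO in blue and higher ones in orange. At day 4 the genes with higher values outnumber those with lower values, 704 against 198.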

We found that as motor neuron differentiation progressed there was a concomitant increase in the number of genes deregulated by the loss of TAF9B (Figure 4A). 

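At day 4 of differentiation, 78.05% of the genes past the criteria were higher in the library labelled KO. The median FPKM of all loci was 1.50 in this library against 1.11 in the library labelled WT, and 4016 loci were listed at 0 against 4533. Among the largest rises of genes above 1 FPKM in both libraries was *Lefty1*, from 1.802 to 43.0 FPKM, while *Mid1* fell from 147 to 7.495 FPKM. The ES cell genes *Pou5f1*, *Nanog*, *Klf4* and *Esrrb* were all more than 2-fold higher, with *Pou5f1* at 19.9 and 99.1 FPKM. Their median log2 ratio of 2.91 exceeded that of each of the random lists matched in expression.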

Striking deregulation of genes in *Taf9b* KO cells was observed at the time point at which progenitor cells are most enriched in these cultures (day 4). 

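The 11 progenitor genes plotted in Figure 4B were all more than 2-fold lower at day 4 in the library labelled KO. Their median log2 ratio of -2.46 was below that of each of the random lists, and it moved most, to -2.24, with 1 FPKM added to both values. *Hes5* fell furthest, from 71.0 to 3.61 FPKM (log2 ratio -4.30), followed by *Olig2*, from 59.9 to 4.67 FPKM (-3.68), and *Nkx6-1*, from 30.2 to 2.67 FPKM. *Pax6* went from 109 to 29.5 FPKM, *Sox1* from 30.7 to 7.31 FPKM and *Gli1* from 36.4 to 6.94 FPKM. The smallest fall was that of *Nkx6-2*, from 20.8 to 8.67 FPKM, with a deposited p-value of 0.169. A list of 12 Notch pathway genes had a median of -0.58 (percentile 0.04). Of these, 10 were lower, 3 of them by more than 2-fold (*Hes5*, *Dll3* and *Lfng*), and *Notch2* and *Notch3* were higher. All 7 genes of a list of Shh targets were lower, with a median of -2.05.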

Genes known to be important for neuronal progenitor identity such as *Olig2*, *Pax6*, *Sox1*, *Nkx6-1*, *Nkx6-2, Gli1,* and genes controlled by the Notch signaling pathway were among the most down-regulated by the loss of TAF9B (Figure 4B, Figure 4—figure supplement 1A). Gene ontology (GO) terms analysis of down-regulated genes showed categories such as neuron differentiation and anterior/posterior pattern formation among the most enriched terms (Figure 4—figure supplement 1B). Among up-regulated genes we found genes involved in apoptosis (Supplementary file 1), which is consistent with the increase in apoptosis levels we observed in *Taf9b* KO cells at this time point. 

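The supplementary lists of genes under GO terms were compared with the day 4 table. Of the 136 genes listed as down-regulated at this day, 134 were found by name, and all of these were past the criteria. Of the 479 listed as up-regulated, 476 were found. Of these, 319 were past the criteria and 156 were below 1 FPKM in both libraries. None of the genes found changed in the opposite direction.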

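At day 6, 592 genes were lower in the library labelled KO and 484 higher. These are 4.55% of the expressed genes (95% Wilson interval 4.21 to 4.92) and 3.72% (3.41 to 4.06), where the intervals cover counting error only. Without the p-value as a criterion the shares were 9.93% and 10.5%, the largest move in percentage points, and with an adjusted p-value under 0.05 they were 1.61% and 0.315%. The share of higher genes among all changed ones thereby went from 45.0% to 16.3% with the adjustment. *Sst* fell from 130 to 1.99 FPKM and *Pantr1* from 49.3 to 1.21 FPKM. *Krt8* rose from 47.2 to 441 FPKM and *Plet1* from 3.96 to 39.9 FPKM.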

By day 6, when post-mitotic motor neurons are normally present in these cultures, approximately 10% of all expressed genes were down-regulated and another 10% were up-regulated in *Taf9b* KO cells. This finding suggests that TAF9B is specifically required for the appropriate expression of a subset of genes, rather than for global gene expression in these differentiated EBs. 

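The median log2 ratio of the 13006 expressed genes was -0.003 at day 6, and 20.03% of them differed by more than 2-fold. From the shares of changed genes the paper proposes that TAF9B is needed for a subset of genes in differentiated EBs and not for transcription at large.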

The most significant GO term categories of genes down-regulated by the loss of TAF9B in this time point included genes involved in neuron differentiation, axogenesis, and neuron projection (Figure 4C). Moreover, the specific motor neuron markers *Lhx3*, *Lhx4, Isl1*, *Mnx1*, and pan-neuronal marker *Tubb3* were among the most down-regulated genes in *Taf9b* KO cells (Figure 4B). In contrast, genes up-regulated in *Taf9b* KO cells were enriched in categories such as vascular development, stem cell maintenance, and other non-neuronal developmental categories (Figure 4C). 

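All 6 motor neuron genes plotted in Figure 4B were more than 2-fold lower at day 6 in the library labelled KO, in which *Taf9b* was the higher of both. Their median log2 ratio was -4.04, below that of each of the random lists, and 1 FPKM added to both values moved it most, to -2.75. *Lhx4*, on chromosome 1 from 157548824 to 157589157, fell furthest, from 2.83 to 0.0214 FPKM (-7.05), followed by *Lhx3* (-5.48), *Isl1* (-4.32), *Tubb3* (-3.76) and *Mnx1* (-3.14). *Isl2* had the smallest fall (-2.51). The deposited p-values of the 6 genes run from 5.73e-10 for *Lhx3* to 0.0115 for *Isl2*. In a list of 12 general neuron genes, 11 were more than 2-fold lower, with a median of -3.93. Neuronal progenitor genes stayed low, with 10 of the 11 more than 2-fold below the library labelled WT and *Neurog2* at 44.3 and 0.219 FPKM.

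**Figure D3:**
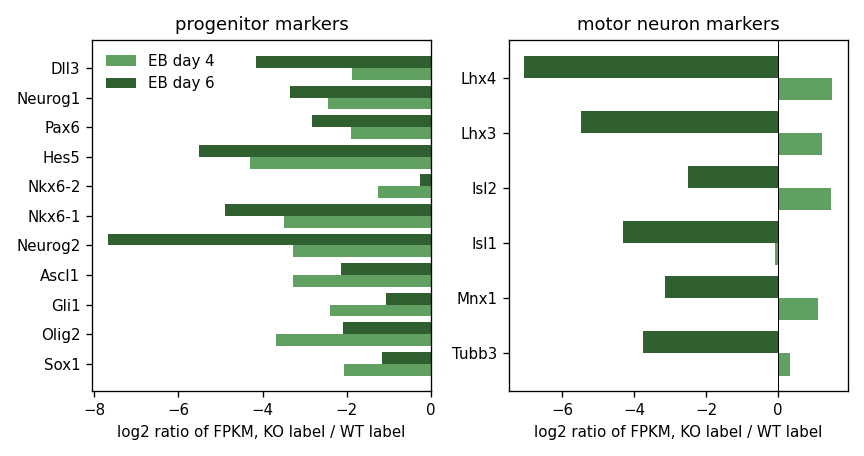
Log2 ratio of FPKM, library labelled KO over library labelled WT (horizontal axis), for progenitor markers (left) and motor neuron markers (right) at EB day 4 and day 6, 1 pair of libraries per day. Progenitor markers lie left of 0 at both days. All 6 motor neuron markers do so at day 6, and at day 4 only *Isl1* does, at -0.10.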

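The ES cell genes stayed higher at day 6 in the library labelled KO, with a median log2 ratio of 1.57 (percentile 99.98) and all 4 more than 2-fold up. *Nanog* was at 62.5 and 172 FPKM and *Klf4* at 5.41 and 21.5 FPKM. In the libraries labelled WT all 4 were also higher at day 6 than at day 4, in tables normalized separately. Under that label *Pou5f1* was at 19.9 FPKM at day 4 and at 198 FPKM at day 6, and *Nanog* at 3.77 and 62.5 FPKM. The ES cell genes thus did not fall steadily over these days in the cultures labelled WT. A list of 8 genes of mesoderm and vasculature had a median of 1.05 (percentile 97.2), with 4 of them more than 2-fold higher and 3 lower than in the library labelled WT. *Krt18*, which the paper followed by qRT-PCR, rose from 60.4 to 483.5 FPKM.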

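At day 2, 98 genes were lower and 77 higher in the library labelled KO. Without the p-value the counts were 167 and 142. *Mid1* fell from 47.7 to 1.57 FPKM and *Traip* from 6.40 to 1.73 FPKM, while *Vgf* rose from 3.39 to 11.5 FPKM and *Krt7* from 1.85 to 5.49 FPKM. The ES cell genes had a median log2 ratio of -0.26, at percentile 0.79 of the random lists, with *Klf4* at 12.02 and 6.26 FPKM. The general neuron genes were higher by a median of 0.39 (percentile 99.9). Of these, *Snhg11*, *Elavl4*, *Stmn2*, *Snap25* and *Elavl3* were lower and the others higher.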

Contrary to the large number of genes deregulated in neuralized EB samples, we found that samples differentiated for 2 days have a relatively small number of genes affected in *Taf9b* KO cells. Interestingly, genes involved in differentiation were still found among these early down-regulated genes (Supplementary file 1). These results indicate that TAF9B controls the expression of specific genes required at least for the in vitro differentiation of murine ES cells into motor neurons.

**Figure 4.**
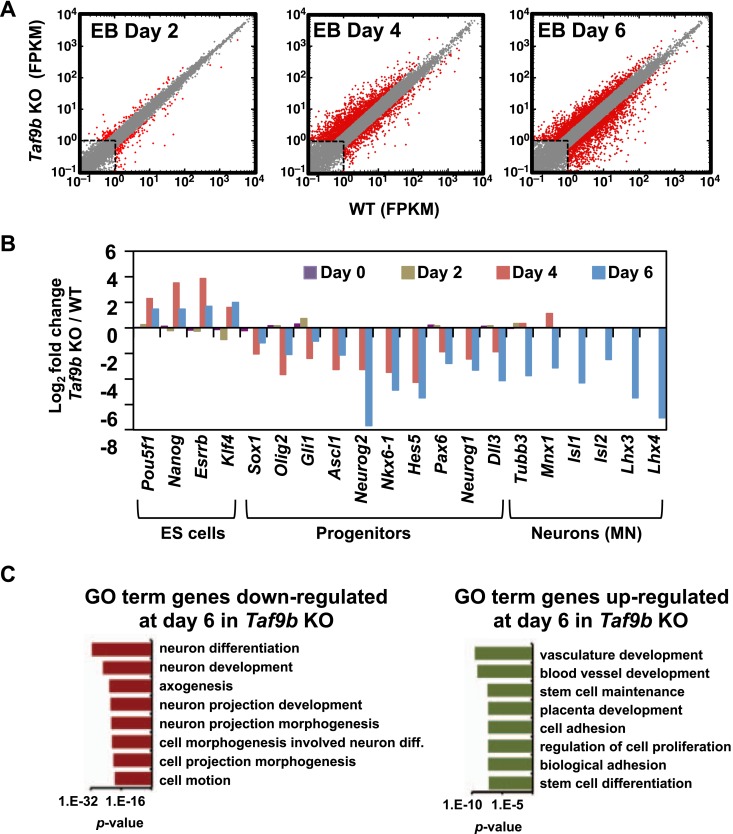
TAF9B is specifically required for the efficient activation of neuronal gene expression during in vitro motor neuron differentiation. (**A**) RNA-seq analysis of WT and *Taf9b* KO cells at different time points during EB-MN differentiation. Scatter plots represent FPKM values for genes expressed in WT and *Taf9b* KO cells. Red dots are genes whose expression is affected more than twofold with p-values <0.05. Gray dots represent genes not changing more than the selected cutoff. (**B**) Selected genes from RNA-seq analysis are shown as log_2_ fold change between *Taf9b* KO and WT cells. Examples are given for key genes expressed in ES cells, progenitor cells, and motor neurons. (**C**) GO term analysis of genes affected by the loss of TAF9B in RNA-seq analysis of EB-MN differentiated for 6 days. Lists show the top eight GO term Biological Process categories obtained ranked by p-value. **DOI:** http://dx.doi.org/10.7554/eLife.02559.007

**Figure 4—figure supplement 1.**
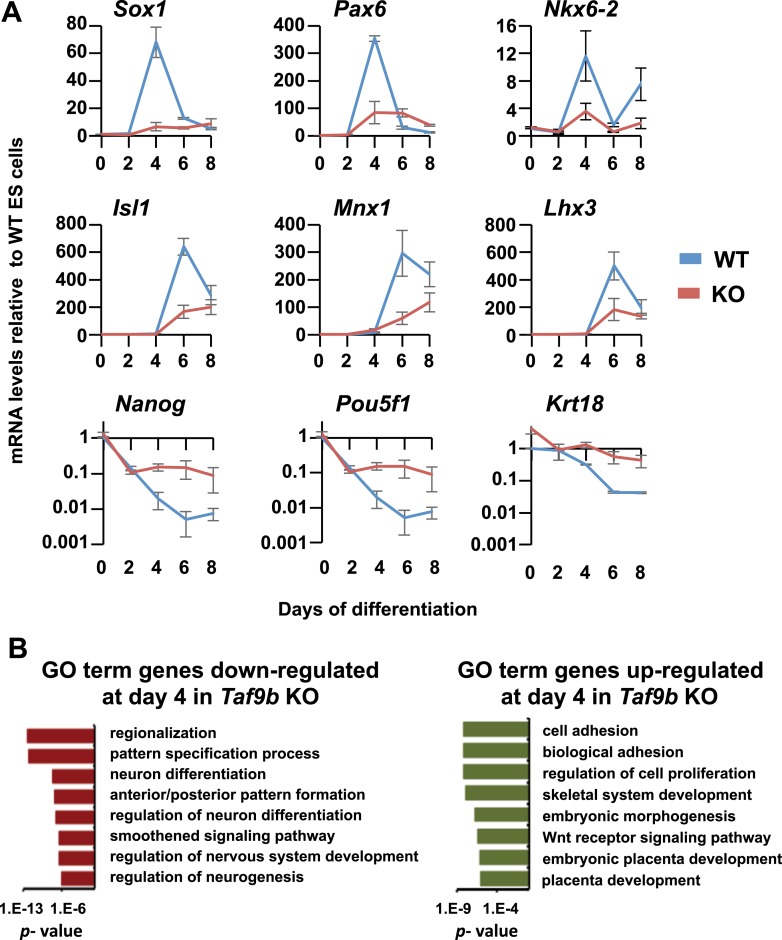
TAF9B is specifically required for the efficient activation of neuronal gene expression during in vitro motor neuron differentiation. (**A**) qRT-PCR analysis of progenitor markers (*Sox1*, *Pax6, Nkx6-2*) during differentiation of WT and *Taf9b* KO ES cells into EB-MN. qRT-PCR analysis of MN markers (*Isl1*, *Mnx1*, *Lhx3*) and ES cell markers (*Pou5f1*, *Nanog*) from Figure 3 as well as *Krt18* are shown as full time course. Graphs show mean ± SEM of three biological replicates. (**B**) GO term analysis of genes affected by the loss of TAF9B in RNA-seq analysis of EB-MN differentiated for 4 days. Lists show the top eight GO term Biological Process categories obtained ranked by p-value. **DOI:** http://dx.doi.org/10.7554/eLife.02559.008

### TAF9B binds promoters and distal regions of neuronal genes

To determine whether TAF9B acts directly to regulate neuronal genes we mapped its binding sites genome-wide by ChIP-seq. 

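ChIP was performed on EB-MN cells differentiated for 8 days, with 1 TAF9B library, 1 RNA POL2 library and 1 IgG control library, all without replicates. The authors mapped the reads to mm9 with Bowtie and called peaks with MACS. The text does not say whether the IgG library served as the control in that step. The deposited lists give each peak's position and MACS score, without read counts, so the depth behind a peak is unknown. They hold 10415 TAF9B peaks with a median width of 217 bp and a median score of 83.3, and 8620 RNA POL2 peaks with a median width of 686 bp and a median score of 134. Positions were compared with the transcription start sites of RefSeq transcripts on the same build, taking the midpoint of each peak.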

Because most TAFs are expected to bind to promoters as part of TFIID in the PIC, we compared ChIP-seq peaks of TAF9B with those of RNA POL2. Approximately a third of all detected TAF9B binding regions overlapped with RNA POL2 occupancy (TAF9B-POL2) and mapped generally near transcription start sites (TSS) of protein coding genes (Figure 5A, Figure 5—figure supplement 1B,C). However, TAF9B peaks located at TSS were not enriched at promoters of neuronal specific genes (Figure 5B). 

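Of the TAF9B peaks, 3469 overlapped an RNA POL2 peak by at least 1 bp, which is 33.3% (95% Wilson interval 32.4 to 34.2, counting error only). When the TAF9B peaks were placed at random on their chromosomes 100 times, the share was 0.404% in the median and 0.567% at most. The overlap moved most when RNA POL2 peaks were limited to those with scores above the median, to 20.5%. Midpoints within 500 bp of a TSS made up 82.1% of the TAF9B-POL2 peaks (80.8 to 83.3) and 77.7% of all RNA POL2 peaks. At *Tubb3*, a TAF9B peak on chromosome 8 from 125935175 to 125935502 lay 14 bp from the nearest TSS, with a score of 202, and overlapped RNA POL2. At *Hes6*, on chromosome 1, a TAF9B peak from 93309747 to 93310017 lay 83 bp from the TSS and also overlapped RNA POL2.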

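Of 12261 genes expressed at EB day 6, 28.8% had a TAF9B peak within 500 bp of a TSS. The share was 16.7% in the list of 12 general neuron genes (percentile 24.0 of random lists matched in expression), 25.0% among the 12 Notch pathway genes (percentile 49.8) and 50% among the 6 motor neuron genes (percentile 91.9). Among TFIID subunits and paralogs it was 47.1% (percentile 93.0) and among mediator subunits 34.4% (percentile 65.0).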

Intriguingly, approximately two thirds of all TAF9B binding regions showed little or no overlap with regions of high RNA POL2 occupancy (TAF9B-only) and were generally located distal to annotated TSS (Figure 5A, Figure 5—figure supplement 1B, 1C). 

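The 6946 TAF9B-only peaks had their midpoint within 500 bp of a TSS in 21.6% of cases (95% Wilson interval 20.6 to 22.6) and farther away in 78.4%. With a limit of 5 kb in place of 500 bp, 38.5% counted as near a TSS, the largest move for this share. Over all TAF9B peaks the share within 500 bp was 41.7%.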

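A TAF9B peak more than 500 bp from its nearest TSS was assigned to the gene of that TSS, up to 50 kb away. Of the genes expressed at EB day 6, 18.9% had such a distal peak. The share was 75% among the 12 Notch pathway genes, above that of each of the random lists matched in expression, and 60% among 10 progenitor genes (percentile 99.6). Among general neuron genes it was 41.7% (percentile 96.2), and among motor neuron genes 50% (percentile 93.4). In comparison lists it was 8.33% for 12 respiratory chain genes (percentile 28.2) and 15.6% for 32 mediator genes (percentile 36.7). The random lists were matched in expression but not in the distance to neighbouring genes. A gene with more space around it can be assigned more distal peaks, so these percentiles do not separate such spacing from a preference of TAF9B.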

Importantly, genes with TAF9B bound to regions distal to their TSS were significantly enriched in neuronal genes categories, including GO terms such as midbrain-hindbrain boundary development, rostrocaudal neural tube patterning and dorsal spinal cord development (Figure 5B). 

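*Neurog2*, on chromosome 3 from 127336063 to 127338549, had 3 TAF9B peaks within 50 kb, none of them overlapping RNA POL2. Their midpoints lay 7.66, 0.41 and 6.90 kb from the nearest TSS, with scores of 94.6, 120 and 76.7. *Lhx4* had 2 such peaks, on chromosome 1 from 157576636 to 157576778 and from 157597677 to 157597853, at 12.4 and 8.61 kb, and neither overlapped RNA POL2. Of the genes down-regulated at EB day 6 in the library labelled KO, 37.3% had a distal peak, against 17.1% of the up-regulated ones. At day 6 *Neurog2* had a log2 ratio of -7.66.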

Several of the most down-regulated genes in the absence of TAF9B detected by RNA-seq (e.g., *Neurog2* and *Lhx4*) were associated with TAF9B distal binding sites (Figure 5—figure supplement 1A,E). Moreover, genes bearing distal TAF9B peaks (e.g., 500–5000 bp from TSS) showed a higher percentage of genes down-regulated in *Taf9b* KO neuralized EBs than control gene sets (Figure 5—figure supplement 1D). Collectively, these results suggest that distal TAF9B binding sites are likely functional regulatory elements controlling neuronal genes. 

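Expressed genes were grouped by the distance from their TSS to the nearest TAF9B-only peak. In the class from 0.5 to 5 kb, 69 of 682 genes were down-regulated at day 6 in the library labelled KO, or 10.1%, against 4.49% of all expressed genes, and each of the random lists matched in expression had a lower share. The share was 4.46% within 0.1 kb (percentile 26.7), 8.16% from 0.1 to 0.5 kb (percentile 97.46), 7.95% from 5 to 10 kb (percentile 99.7) and 6.96% from 10 to 50 kb (percentile 99.9). Without the p-value the share from 0.5 to 5 kb was 17.6%, the largest move, against 9.22% of all expressed genes. Up-regulated genes made up between 3.06% and 4.08% of the classes, against 3.73% of all expressed genes. The random lists were not matched on the distance to neighbouring genes here either.

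**Figure D4:**
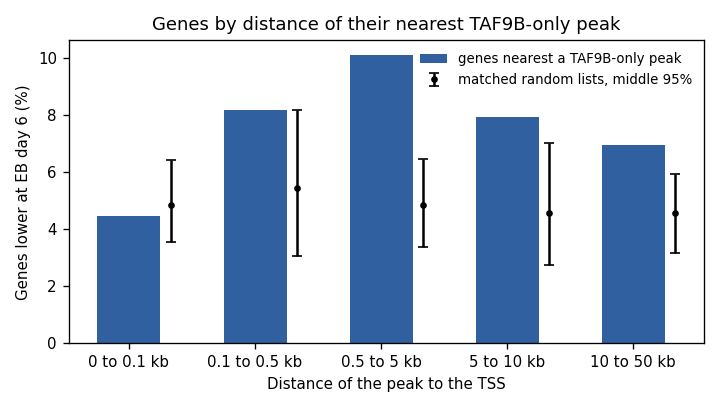
Percent of genes lower at EB day 6 in the library labelled KO (vertical axis) by the distance of the nearest TAF9B-only peak to the TSS (horizontal axis). Bars are genes of each class, and points with lines are the median and middle 95% of random lists matched in expression; the bar from 0.5 to 5 kb stands at 10.1%.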

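From the distal peaks near neuronal genes and the larger share of down-regulated genes beside them, the paper proposes that distal TAF9B sites act as regulatory elements of neuronal genes. *Ccnc*, used in Figure 5—figure supplement 1E, had a log2 ratio of -0.11 at day 6 and 4 TAF9B peaks within 50 kb. The one at its TSS overlapped RNA POL2, and the others, at 0.67, 15.3 and 39.4 kb from a TSS of *Ccnc*, did not. The gene nearest to the last of these peaks was *Tstd3*.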

We subsequently compared the binding sites of TAF9B to the binding sites of OLIG2, a key transcriptional activator involved in motor neuron differentiation mapped previously (Mazzoni et al., 2011). We found co-localization between TAF9B and OLIG2 at both the TAF9B distal peaks and at the TAF9B TSS peaks, suggesting that TAF9B and OLIG2 act in concert at a subset of neuronal genes to regulate gene expression during motor neuron development (Figure 5C). The incomplete overlap of TAF9B and OLIG2 peaks may in part represent intrinsic differences between progenitor cells and post-mitotic neurons, since the OLIG2 binding was performed with neuralized EBs enriched for progenitor cells while TAF9B mapping was done with EBs enriched for post-mitotic motor neurons. In addition, it is likely that TAF9B co-localizes with activators other than OLIG2 in this developmental pathway.

**Figure 5.**
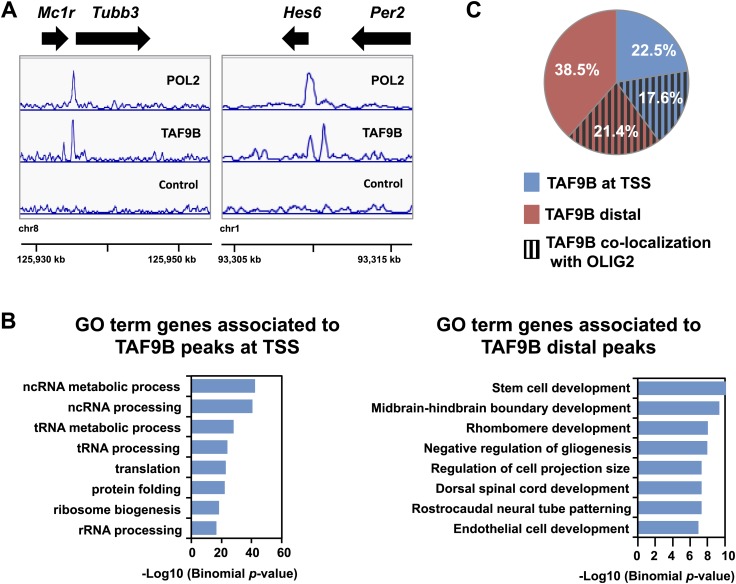
TAF9B binds promoter and distal regions of neuronal genes. (**A**) ChIP-seq analysis of TAF9B and RNA POL2 binding sites in EB-MN samples differentiated for 8 days. TAF9B and RNA POL2 ChIP-seq peaks examples are given for *Tubb3* and *Hes6* genes. (**B**) List of top GO terms Biological Process of genes associated to TAF9B distal peaks and TAF9B peaks at annotated transcription start sites (TSS) ranked by p-value. Association of ChIP-seq peak to annotated genes and GO analysis was performed using GREAT. (**C**) Co-localization of TAF9B distal peaks and TAF9B peaks at TSS with OLIG2 ChIP-seq peaks in EB-MN samples. **DOI:** http://dx.doi.org/10.7554/eLife.02559.009

**Figure 5—figure supplement 1.**
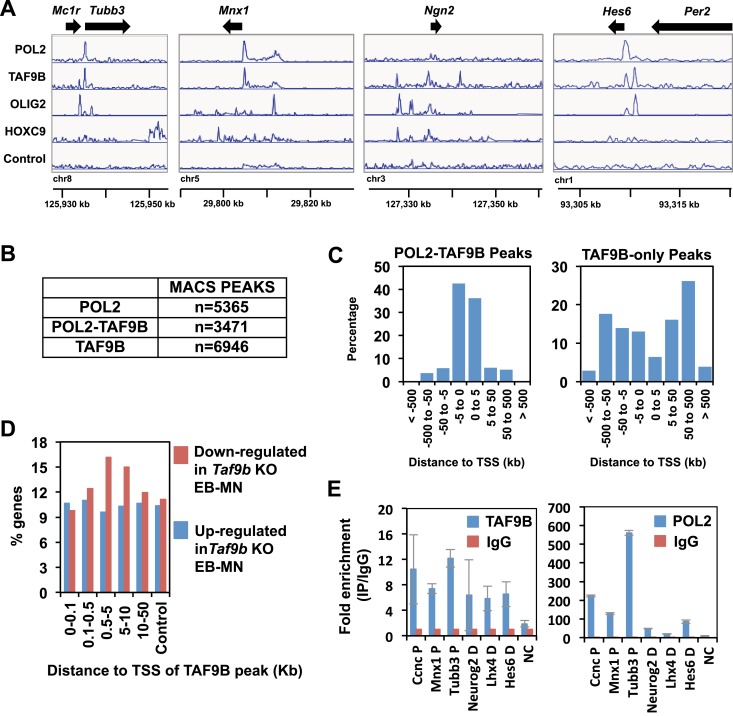
TAF9B binds promoter and distal regions of neuronal genes. (**A**) TAF9B, OLIG2, HOXC9 and RNA POL2 ChIP-seq peaks examples are given for *Tubb3, Mnx1, Ngn2* and *Hes6* genes. (**B**) Total numbers of peaks obtained by MACS in each ChIP-seq category. (**C**) ChIP-seq analysis of TAF9B and RNA POL2 binding sites in EB-MN samples relative to their distance to annotated transcription start sites (TSS) performed using GREAT. (**D**) Percentage of genes affected more than twofold in the absence of TAF9B as determined by RNA-seq analysis in *Taf9b* KO EB-MN differentiated for 6 days. Genes are grouped in different categories depending on the distance of the TAF9B peaks from their TSS. Genes associated to TAF9B-only peaks were used for the analysis. A gene list randomly generated was used as control. (**E**) Representative ChIP-qPCR analysis of TAF9B and RNA POL2 of selected loci identified by ChIP-seq. D = distal region, P = proximal promoter, NC = negative control. Bars represent mean ± SD of three replicates. **DOI:** http://dx.doi.org/10.7554/eLife.02559.010

### TAF9B is associated with a PCAF-containing complex

Some TAFs are known to be part of not only the TFIID complex but also the SAGA complex (Spt-Ada-Gcn5-acetyltransferase), which can mediate histone acetylation and deubiquitination (reviewed by Spedale et al., 2012). In human HeLa cells, TAF9B had previously been reported to be a component of both the TFIID and SAGA complexes (Frontini et al., 2005). To test whether TAF9B in mouse neurons is primarily associated with TFIID or SAGA-like complexes, we performed co-immunoprecipitation (co-IP) experiments with antibodies against TAF9B using in vitro differentiated motor neurons. We observed little detectable association of TAF9B with TAF4 and TAF7, core components of the TFIID complex, while TBP antibodies co-IP'ed those TFIID components efficiently. In contrast, we observed an association between TAF9B and PCAF, a histone acetyltransferase present in the mammalian SAGA complex (Figure 6A). Immunoprecipitations of 293T cells transfected with flag-tagged versions of TAF9B or TAF9 confirmed that these IPs are specific for TAF9B and not the closely related TAF9 subunit (Figure 6B). We also performed TAF9B co-IP experiments on dissected spinal column tissue samples from WT and *Taf9b* KO newborn mice, confirming that the interactions between TAF9B and PCAF occur in vivo (Figure 6C). Thus, TAF9B primarily associates with PCAF likely in a SAGA-like complex rather than the canonical TFIID in murine neurons.

**Figure 6.**
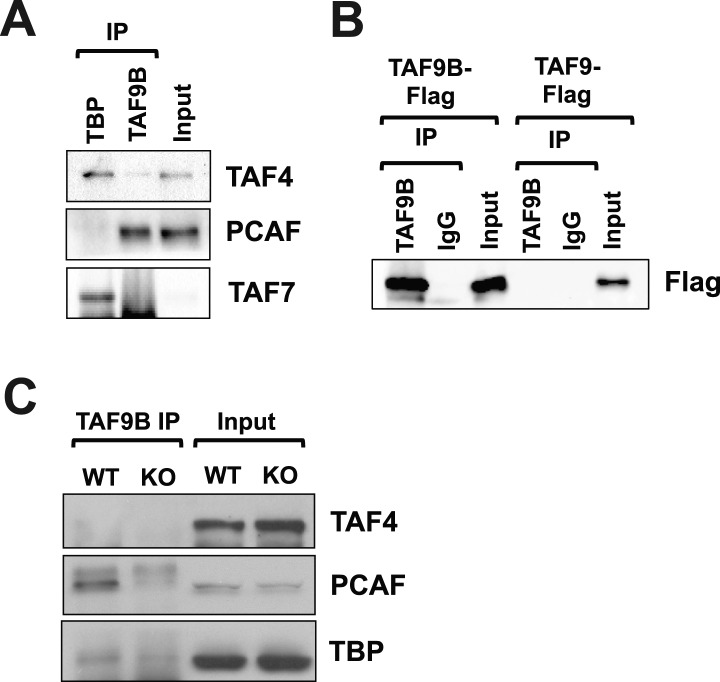
TAF9B is associated with PCAF. (**A**) TAF9B and TBP were immunoprecipitated from EB-MN cells differentiated for 8 days and co-immunoprecipitated proteins analyzed by western blotting using antibodies against the TFIID subunits TAF4 and TAF7, and the histone acetyltransferase PCAF. (**B**) 293T cells were transfected with pCMV-3xFLAG-TAF9B or -TAF9, immunoprecipitated with TAF9B antibodies, and analyzed by western blotting using anti-Flag antibodies. (**C**) TAF9B was immunoprecipitated from spinal column extracts from WT and *Taf9b* KO newborn mice and co-immunoprecipitated proteins were analyzed by western blotting detecting TAF4, TBP and PCAF. **DOI:** http://dx.doi.org/10.7554/eLife.02559.011

### TAF9B controls neuronal gene expression in vivo

To test the in vivo role of TAF9B during neuronal development, we generated a KO mouse using the *Taf9b* KO ES cells obtained from KOMP (Figure 7—figure supplement 1A). *Taf9b* KO mice were viable and fertile, though the number of pups and birth weights were reduced in *Taf9b* KO matings compared to WT controls (Figure 7—figure supplement 1C). As expected, spinal cord isolated from newborn KO animals did not express TAF9B (Figure 7A,B, Figure 7—figure supplement 1D). Given that *Taf9b* KO cells in vitro showed clear de-regulation of genes in both progenitor cells and post-mitotic motor neurons (Figure 4), we surmised that loss of TAF9B in vivo may affect not only motor neuron formation but perhaps also proper differentiation of other cell types present in the spinal cord. To test whether neuronal gene expression in vivo is specifically affected in the absence of TAF9B, we carried out RNA-seq analysis to compare whole lumbar spinal column tissue dissected from newborn WT and KO littermates (Figure 7C). 

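Lumbar spinal column tissue of newborn littermates was sequenced as 1 WT and 1 *Taf9b* KO library, and the depth behind the FPKM values of this table is unknown as well. *Taf9b* was at 6.65 FPKM in WT and at 3.31 FPKM in KO tissue, a log2 ratio of -1.01 with a deposited p-value of 0.213, so it was lower but not absent. Here 14255 genes were above 1 FPKM in at least 1 library. The FPKM values of all loci summed to 1.46 times the WT sum in the KO library. The log2 ratios followed the length of the transcript, with Spearman's rho of -0.565 across genes, which are not independent replicates. In 10 groups of genes by length, the median log2 ratio went from 0.80 at a median length of 896 nt to -0.77 at 7660 nt. For some results of this table the value after removal of a lowess trend on log2 length is therefore given as well.

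**Figure D5:**
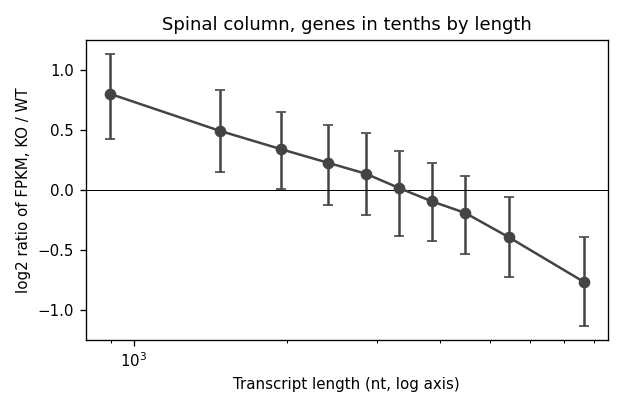
Log2 ratio of FPKM, KO over WT spinal column (vertical axis), against transcript length in nt (horizontal log axis), for expressed genes in 10 groups by length. Points are medians and lines span the quartiles; the medians fall from 0.80 to -0.77.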

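In the KO spinal column 402 genes were lower and 403 higher than in WT by the authors' criteria. Without the p-value the counts were 1217 and 1290, the largest move in number, with an adjusted p-value under 0.05 they were 9 and 98, and with the length trend removed 237 and 321. All 12 genes of the general neuron list, among them *Snap25*, *Syt1* and *Ina*, were lower, 7 of them by more than 2-fold. Their median log2 ratio was -1.09, below that of each of the random lists, and -1.005 with the length trend removed. *Ina* fell from 55.5 to 18.7 FPKM. Among genes above 1 FPKM in both libraries, *Eno1b* had the largest fall, from 61.3 to 2.00 FPKM, followed by the muscle gene *Myh4*, from 67.9 to 5.41 FPKM.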

Our data indicate that genes down-regulated in the absence of TAF9B are enriched for neuronal genes including gene categories such as neuron projection, synapse and axonogenesis (Figure 7D). Among the down-regulated genes identified by RNA-seq were neuronal genes such as *Map1b*, *L1cam*, *Nefm, Nefh*, and *Isl2*. 

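*Map1b*, on chromosome 13 from 100191419 to 100286557, fell from 70.1 to 12.3 FPKM (log2 ratio -2.51, deposited p-value 0.000298), and *L1cam*, on chromosome X from 71099119 to 71126173, from 30.2 to 6.91 FPKM (-2.13). *Nefm* went from 109.5 to 30.1 FPKM, *Nefh* from 27.0 to 7.22 FPKM and *Isl2* from 19.7 to 7.46 FPKM. The 8 neuronal genes that the paper followed in this tissue had a median log2 ratio of -1.63, which stayed between -1.69 and -1.53 under the alternatives. The smallest fall among them was that of *Hes5*, with a log2 ratio of -0.26.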

Gene expression analysis by qRT-PCR of lumbar spinal column tissues confirmed that those neuronal genes are consistently down-regulated in KO compared to WT littermate controls (Figure 7E). Several different markers of specific neuronal populations, as well as the general marker *Tubb3,* were also affected in the absence of TAF9B, suggesting a global defect in neuronal gene expression in the spinal cord (Figure 7—figure supplement 1E; Supplementary file 2). These results are also consistent with a global reduction in neuronal tissue compared to surrounding non-neuronal tissue in the dissected spinal column preparations. 

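Of the 58 genes in Supplementary file 2, 57 were found by name, and the paper's FPKM values for these are the ones in the table. The 50 neuronal markers with a value above 0 in the table had a median log2 ratio of -0.56 (percentile 0.03), with 37 lower and 13 higher, and 19 lower by more than 2-fold. *Tubb3* fell from 331 to 208.5 FPKM (-0.67), *Lmx1b* from 3.46 to 0.720 FPKM (-2.27) and *Nkx6-1* from 2.77 to 0.838 FPKM (-1.72). *Mnx1*, at 0.353 FPKM in WT, was listed at 0 in KO tissue, and *Nkx6-2* was higher, with a log2 ratio of 0.38. The 6 control genes of the same file were all more than 2-fold higher in KO tissue, with a median of 1.22 (percentile 99.7), among them *Rpl9*, from 845 to 2376 FPKM. These are short transcripts, and with the length trend removed their median was 0.27 (percentile 75.6).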

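Markers of other cell types of the spinal column were examined in the same 2 libraries. Astrocyte genes had a median log2 ratio of -0.57 (percentile 0.10), with *Slc1a2* at 10.6 FPKM in WT and 2.99 FPKM in KO tissue, and oligodendrocyte and Schwann cell genes one of -0.28 (percentile 2.74). Cartilage and bone genes stood at -0.01 (percentile 26.5). No median is given for skeletal muscle genes, because the table marks *Ckm*, *Mylpf* and *Myh8* as HIDATA and lists each at 0 in 1 library. From the lower level of markers of many neuronal populations, the paper proposes a global defect of neuronal gene expression in the spinal cord, and it also names a smaller amount of neuronal tissue in the dissected columns as a reading of these data.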

Our data suggest that the observed pan-neuronal down-regulation and loss of neuronal tissue may be due to problems in the control of gene expression that coordinates the precise differentiation of progenitor cells during neuronal development. These in vivo results taken together with our in vitro differentiation studies strongly support the notion that TAF9B is specifically required for the regulation of neuronal genes during neuronal development in the spinal cord.

**Figure 7.**
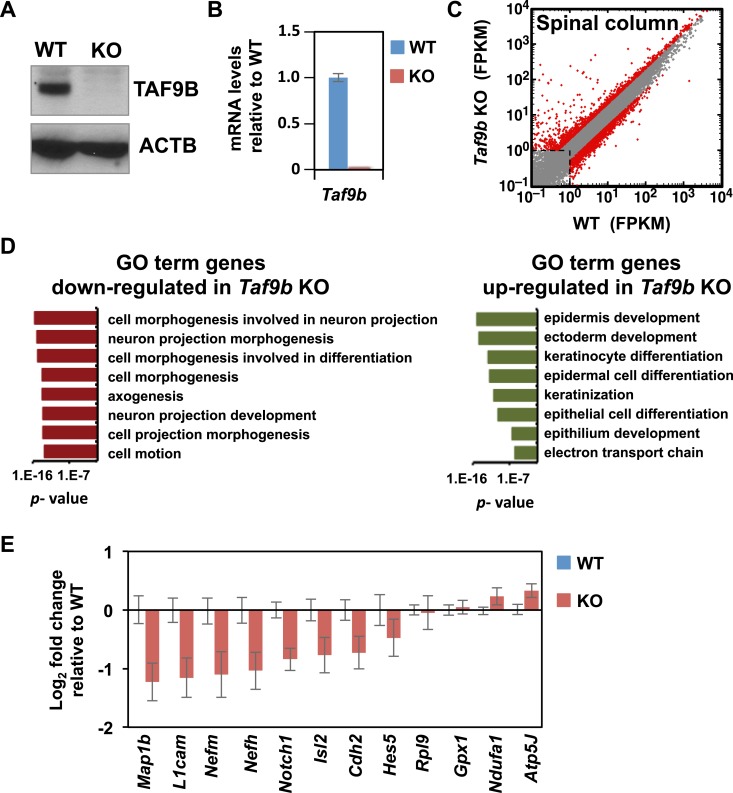
TAF9B controls neuronal gene expression in vivo. (**A**) Western blot analysis of spinal cord tissue from WT and *Taf9b* KO newborn mice detecting TAF9B and ACTB as control. (**B**) Spinal cord tissue from WT and *Taf9b* KO newborn mice were dissected and analyzed by qRT-PCR for *Taf9b* expression. Graph shows mean ± SEM of three biological replicates. (**C**) RNA-seq analysis of dissected lumbar spinal column tissue from WT and *Taf9b* KO newborn mice. Scatter plot represents FPKM values of genes expressed in WT and *Taf9b* KO samples. Red dots are genes whose expression is affected more than twofold with p-values <0.05. Gray dots represent genes not changing more than the selected cutoff. (**D**) GO term analysis of genes affected by the loss of TAF9B in RNA-seq analysis. List shows the top eight GO term Biological Process categories obtained ranked by p-value. (**E**) Gene expression analysis by qRT-PCR of lumbar spinal columns tissues of newborn mice. Graphs represent mean ± SEM of littermate comparisons (WT n = 6, KO n = 8). **DOI:** http://dx.doi.org/10.7554/eLife.02559.012

**Figure 7—figure supplement 1.**
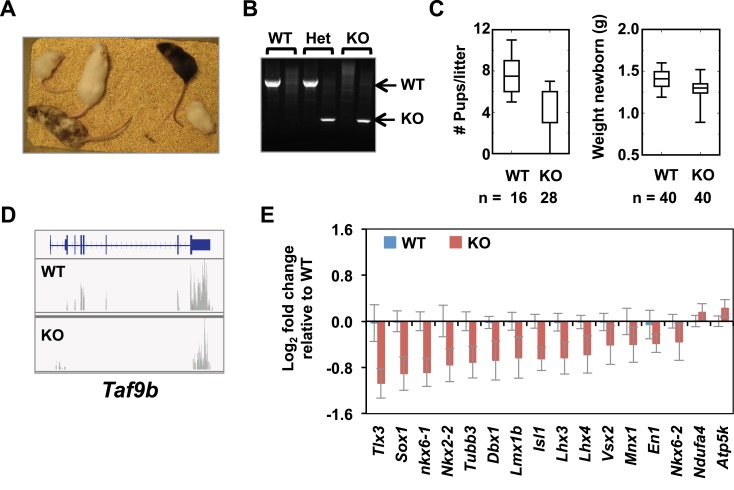
TAF9B controls neuronal gene expression in vivo. (**A**) *Taf9b* KO ES cells were used to generate a *Taf9b* chimeric mouse which was subsequently mated with WT to test for germline transmission and obtain *Taf9b* heterozygous mice. (**B**) Representative PCR-based DNA genotyping of *Taf9b* KO mice. Primers are described in Supplementary file 3. (**C**) Number of pups and weight of newborn mice from WT × WT and KO × KO matings. (**D**) RNA-seq data of spinal cord sample for *Taf9b* locus in WT and *Taf9b* KO animals. (**E**) Gene expression analysis by qRT-PCR of lumbar spinal columns tissues of newborn mice. Graphs represent mean ± SEM of littermate comparisons (WT n = 6, KO n = 8). **DOI:** http://dx.doi.org/10.7554/eLife.02559.013

## Discussion

The control of tissue-specific gene expression has been largely attributed to the combinatorial action of transcriptional activators and repressors. These regulatory factors are thought to interact in concert with a highly conserved and prototypic set of core promoter recognition proteins and co-activators that form the PIC at gene promoters. However, this model has been challenged by different studies demonstrating changes that occur in the core promoter machinery in a tissue-specific manner (reviewed by D'Alessio et al., 2009; Goodrich and Tjian, 2010). Despite the emerging roles that these core promoter components play in regulating cell-type specific gene expression, relatively little was known about possible changes that may occur in the composition of core promoter factors during neuronal differentiation. In this study, we screened for changes in the expression of core promoter factors including TAFs, general transcript factors (GTFs), and mediator subunits (MEDs) upon neuronal differentiation. We found that most of the components in the mammalian PIC are expressed at relatively low levels in dissected spinal cord tissue compared to ES cells. Likewise, we observed down-regulation of several of these core promoter recognition components during in vitro differentiation of murine ES cells into motor neurons. By contrast, one orphan TAF, TAF9B, becomes highly up-regulated during motor neuron formation. Using a loss-of-function approach, we found that TAF9B is required for the efficient expression of neuronal genes upon in vitro motor neuron differentiation. Importantly, we found that TAF9B is dispensable for global gene expression in undifferentiated ES cells in contrast to the critical role that other TAFs in TFIID play in these cells (Pijnappel et al., 2013). Using ChIP-seq, we found that TAF9B binds promoter and distal regulatory regions of neuronal genes co-localizing in a subset of regions with OLIG2, a key regulator of motor neuron differentiation. Strikingly, *Taf9b* KO mice showed defects in the expression of neuronal genes examined by transcriptome analysis of whole spinal column tissues. Importantly, the mechanism by which TAF9B mediates neuronal-specific transcription programs is unlike all previous TAF involvement in cell specific function: rather than operating through TFIID or distal enhancer complexes (Freiman et al., 2001; Liu et al., 2011; Zhou et al., 2013b), it associates with a SAGA/PCAF co-activator complex.

Our results and those of several other studies probing tissue-specific activities of core promoter factors and co-activators suggest a model in which changes in these complexes are integral to the transcriptional program leading to terminal differentiation. Different cell types employ distinct combinations of activators that must engage in specific protein–protein interactions with core promoter factors. We speculate that rather than existing as a static complex awaiting recruitment by these transcription factors, core promoter complexes themselves must undergo compositional changes using cell type-specific components such as TAF9B. These alternative promoter complexes expand the diversity and number of possible protein–protein transactions necessary to achieve proper fine-tuned control of gene expression. Furthermore, we speculate that such diversified core machineries might provide a mechanism to help lock down and maintain the functions and identity of differentiated cell types. We imagine that in a given cell type, if the silencing of an undesirable activator or repressor is imperfect, their specific interacting partners in the targeted core machinery may nevertheless not be present, thus serving as a fail safe mechanism to prevent unscheduled alterations in programs of gene transcription. We suspect that such core promoter complex dependent control and maintenance of cell identity would likely be accompanied by activator selectivity and integrated with changes in chromatin structure and other layers of regulation that must work coordinately to keep expression patterns stable yet responsive to different stimuli in terminally differentiated cells. We anticipate that further analysis of adult neuronal cell-types as well as other differentiated somatic cells will bring new insights regarding the use of alternative core machineries that regulate gene expression in normal and disease states.

To start addressing these questions in the context of tissues in vivo, we generated *Taf9b* KO mice. We found that mice lacking TAF9B are viable, indicating that this orphan TAF is either not critical for normal development of cell-types other than neurons or its function is partly redundant with the closely related TAF9 homolog. 

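In the culture libraries labelled WT, *Taf9* (NM_001015889), on chromosome 13 from 101421298 to 101436368, was at 120 FPKM in ES cells. It was at 162 FPKM in EBs at day 2 and at 145 FPKM at day 6, in tables normalized separately. In the table that pairs both tissues it was at 131 FPKM in ES cells and at 66.7 FPKM in newborn spinal cord, a log2 ratio of -0.97. In the libraries labelled KO its log2 ratio was 0.11 in ES cells, -0.29 at EB day 6 and 0.67 in spinal column.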

We established that indeed *Taf9* is highly expressed in both mouse ES cells and neurons (as detected by RNA-seq). It is possible that TAF9 partially compensates for the loss of TAF9B thus blunting further global gene expression defects in *Taf9b* KO cells. In human HeLa and chicken DT40 cells partially redundant functions have been observed for these paralogs (Chen and Manley, 2003; Frontini et al., 2005). It will be interesting to test whether *Taf9* KO mouse are viable and whether the double KO of these two related genes (*Taf9* and *Taf9b*) results in more pronounced phenotypes. No *Taf9* KO mice have been reported to date. *Taf4b* and *Taf7l* KO mice are also viable, but unlike *Taf9b* KO mice, they are infertile (Freiman et al., 2001; Falender, 2005; Zhou et al., 2013a). Our results suggest that TAF9B is not critical for gametogenesis, in contrast to what has been observed for these two other orphan TAFs. Instead, our results point to a model where TAF9B is involved in the activation of neuronal genes by binding to distal and promoter proximal DNA regulatory elements associated with the histone acetyltransferase PCAF that, like its paralog GCN5, are subunits of the SAGA/STAGA/TFTC complex. This complex contains several TAFs shared with TFIID including TAF6, TAF9, TAF5, TAF10, TAF12, and a de-ubiquitinase (DUB) module that removes ubiquitin from histone H2B (reviewed by Spedale et al., 2012; Weake and Workman, 2012). Because TAFs are structural components of both SAGA and TFIID complexes, it is possible that TAF9B is affecting the competitive recruitment or activity of a SAGA-like complex in place of TFIID.

Among the genes affected by the loss of TAF9B are several targets of the Notch- and Shh-signaling pathway, both known to play key roles in neuronal development (reviewed by Louvi and Artavanis-Tsakonas, 2006; Jessell, 2000). Interestingly, several lines of evidence connect the activation of Notch dependent genes with the PCAF-containing complex providing a potential link between PCAF, TAF9B, and activation of these genes. For example, PCAF has been shown to cooperate with another co-activator protein, p300, in Notch intracellular domain-dependent transcription assays using chromatin templates in vitro, as well as in transfection/reporter assays (Kurooka and Honjo, 2000; Wallberg et al., 2002). Other components of the SAGA complex have been linked to the specific control of gene expression in cells of the central nervous system. Mutations in two subunits of the *Drosophila* DUB complex, Nonstop and Sgf11, lead to defects in neural development in the optic lobe (Weake et al., 2008). In mice, mutations in the HAT domain of GCN5 result in defects in cranial neural tube closure and embryonic lethality (Bu et al., 2007). In humans, mutations in the DUB subunit ATXN7 are associated with the development of spinocerebellar ataxia type 7, a disease characterized by the loss of motor control as well as retinal defects (reviewed by Koutelou et al., 2010). Interestingly, we observed that *Taf9b* KO mice display defects in eye development including microphthalmia and cataracts-like phenotypes albeit with modest penetrance (data not shown). The type of neuronal-specific role performed by TAF9B is reminiscent of the cell-type specific roles of particular subunits of the ATP-dependent chromatin remodeling complex BAF. This complex undergoes changes in composition upon neuronal differentiation as specific BAF subunits are incorporated in neuronal progenitors cells as well as in post-mitotic neurons (Olave et al., 2002; Lessard et al., 2007).

In this study, we have focused on characterizing the molecular phenotypes and have documented defects in gene regulation due to the absence of TAF9B during in vitro differentiation of motor neurons and in vivo in spinal column tissues. It is also possible that the down-regulation of neuronal genes observed in whole spinal column tissues in *Taf9b* KO mice may represent a specific loss of neuronal tissue relative to the surrounding vertebrae due perhaps to defects in neuronal progenitor cells during embryonic development. In future experiments, we hope to address the extent of potential neurological defects in *Taf9b* KO mice, including deficits in motor skills as well as other potential neurological defects due to the role that TAF9B may be playing in other neuronal populations besides motor neurons. Preliminary experiments using *Taf9b* KO mice carrying the *LacZ* reporter gene suggest that *Taf9b* is highly expressed in the developing hypothalamus at mid-gestation (data now shown). In a recent study describing neuronal activity-dependent ribosome profiling in the adult mouse hypothalamus (Knight et al., 2012), *Taf9b* can be identified in the genomic data set as highly expressed in this tissue compared to several other TAFs. Moreover, the levels of *Taf9b* mRNA associated with ribosomes increased when neurons in the hypothalamus were activated, while several other TAFs were expressed at low levels or not enriched in a neuronal activity-dependent manner. These results suggest that TAF9B may be involved in setting up transcriptional responses in at least certain neuronal circuits in the hypothalamus. In the future, it will be interesting to directly test the role of TAF9B in the adult hypothalamus and to extend the analysis to other adult neuronal types.

## Materials and methods

### Cell culture

Murine embryonic stem cells were grown in embryoMAX DMEM (EMD Millipore, Billerica, MA) supplemented with LIF and 15% FBS. Cells were differentiated into embryoid bodies enriched in motor neurons (EB-MN) as described previously (Wichterle et al., 2002). 2 × 10^5^ cells/ml were incubated in differentiation media (25% embryoMAX DMEM, 25% F12 media, 25% neurobasal media, 1x B27 supplement, 1.5 mM L-glutamine and 0.1 mM β-mercaptoethanol) supplemented with 1 μM retinoic acid and 0.8 μM smoothened agonist SAG (N-Methyl-N′-[3-pyridinylbenzyl]-N′-[3-chlorobenzo{b}thiophene-2-carbonyl]-1,4-diaminocyclohexane, VWR, Radnor, PA) for up to 8 days. Samples were collected at different times as indicated. SHH conditioned media was generated by transfecting 293T cells with a vector expressing Shh-N and used when noted. The Notch signaling pathway inhibitor DAPT (N-[N-{3,5-difluorophen- acetyl}-l-alanyl]-S-phenylglycine t-butyl ester, Tocris Bioscience, United Kingdom) was added when noted to deplete progenitor cells and enrich for post-mitotic neurons in the culture (Crawford and Roelink, 2007). The *Taf9b* KO mouse ES cells (Taf9b^tm1(KOMP)Vlcg^) were generated by the trans-NIH Knock-Out Mouse Project (KOMP) and obtained from the KOMP Repository (www.komp.org). NIH grants to Velocigene at Regeneron Inc (U01HG004085) and the CSD Consortium (U01HG004080) funded the generation of gene-targeted ES cells for 8500 genes in the KOMP Program and archived and distributed by the KOMP Repository at UC Davis and CHORI (U42RR024244). We confirmed the described deletion by DNA sequencing (data not shown). Since the *Taf9b* gene is located in the X chromosome this male KO ES cells are a complete null for this gene. JM8 WT murine ES cells are from the same genetic background as *Taf9b* KO ES cells (C57BL/6). JM8 and *Taf9b* KO ES cells were grown on MEF feeder layers inactivated with mitomycin C (Sigma-Aldrich, St. Louis, MO). Murine ES cells carrying a GFP reporter under *Mnx1* promoter (HBG3) were described previously (Wichterle et al., 2002).

### qRT-PCR

Total RNA was isolated using RNeasy kit (Qiagen, Germany) and cDNA was generated using Superscript III RT system using manufacture's instructions (Life Technologies, Carlsbad, CA). Primers used in these assays are described in Supplementary file 3. Relative expression levels in in vitro time course differentiation experiments were normalized to total RNA. Relative levels of expression of spinal column tissues were normalized to *Gapdh*. PCR reactions were performed using SYBR Green PCR Master Mix according to the manufacturer's instructions in an ABI 7300 real time PCR machine (Applied Biosystems, Grand Island, NY).

### Vector, plasmids and transfections

*Taf9b* and *Taf9* cDNAs were obtained from Open Biosystems clones (TAF9B clone ID#30468965, TAF9 clone ID#5006430) and cloned into p3xFLAG-CMV-10 vector to obtain p3xFLAG-CMV-TAF9B and -TAF9. Plasmids were transfected into 293T cells by lipofectamine 2000 (Life Technologies). Cells were collected 48 hr after transfection.

### Co-Immunoprecipitations

Transfected 293T cells were lysed and the protein concentration was measured by the Bradford method. EB-MN differentiated for 8 days were collected and nuclear extract was prepared as previously described (Pugh, 1995). Spinal column tissues were dissected from newborn mice, immediately frozen in liquid nitrogen, and stored at −80°C. Tissue samples were ground into powder in liquid nitrogen and cell lysis buffer was added to extract proteins. After centrifugation, the protein concentration was measured by the Bradford method. Indicated antibodies were mixed with protein A sepharose (GE Healthcare life science, Pittsburgh, PA) or protein G Dynabeads (Life technologies) for 1 hr at 4°C. Protein extracts (1 mg) were mixed with the antibodies/beads complexes for overnight at 4°C on a rotating wheel. The beads were washed three times with washing buffer containing 300 mM KCl and 0.05% NP-40 and once with washing buffer containing 100 mM KCl. Samples were boiled in SDS loading buffer for 5 min and analyzed by Western blotting using indicated antibodies.

### Western blots and immunostainings

Western blots were performed using whole cell extracts and SDS-PAGE. Immunostainings of EB-MN were performed after fixing samples in 4% paraformaldehyde for 30 min at room temperature. Antibodies were incubated in PBS, 0.1% Triton X-100 and washed three times with PBS, 0.1% Triton X-100 for 10 min each time.

### Antibodies

Antibodies used are anti-TBP (cat#51841; Abcam, Cambridge, Massachusetts), anti-TAF4 (cat#612054; BD Biosciences, San Jose, CA), anti-TAF7 (cat#H00006879-M01; Abnova, Taiwan), anti-TAF9B (cat#A303-810A; #G2306 and Bethyl Laboratories, Montgomery, TX), anti-TAF10 (Santa Cruz cat#102125), anti-OCT4 (Santa Cruz cat#8628, Dallas, Texas), anti-TUBB3 (cat#MMS435P; Covance, Princeton, New Jersey), anti-ACTB (cat#A2228; Sigma-Aldrich), anti-RNA POL2 (8WG16; Clone), anti-PCAF (cat#13124; Santa Cruz), anti-ISL1/2 (Gift from the Jessell Lab, Columbia University), anti-NANOG (cat#A300-397A; Bethyl Laboratories), anti-Ki67 (cat#16667; Abcam), anti-FLAG (cat#F3165; Sigma-Aldrich) and Rabbit IgG control (cat#46540; Abcam). TAF9B antibodies #G2306 were produced by injecting a peptide corresponding to residues 226–245 of TAF9B into rabbit by OpenBiosystems (GE Healthcare). Antiserum was tested for specificity using extracts from 293T cells transfected with p3xFLAG-CMV-TAF9B and -TAF9.

### Cell cycle and apoptosis assays

Cell cycle was measured using BrdU Flow kit following manufacturer's instructions (cat#552598; BD Biosciences). Apoptosis was measured using PE annexin V apoptosis detection kit following manufacturer's instructions (cat#559763; BD Biosciences).

### RNA-seq

Total RNA was isolated from cells or tissue extracts using RNeasy Kit (Qiagen) and 1.5 μg of total RNA was used to prepared Poly-A RNA-seq libraries following Illumina protocols. Samples were sequenced using Illumina Sequencers at the QB3 Vincent J Coates Genomics Sequencing Laboratory, UC Berkeley. Sequenced reads were mapped against RefSeq genes using TopHat (Trapnell et al., 2009) and differentially expressed genes were determined using Cuffdiff (Trapnell et al., 2010). Genes expressed more than 1 FPKM and with >twofold difference and p-value < 0.05 as calculated by Cuffdiff were considered as differentially expressed for scatter plots representations and for GO term analysis using DAVID Bioinformatic resources (Huang et al., 2009).

### Chromatin IP and ChIP-seq

ChIP-seq was performed using 1 mg of chromatin for each IP reaction using antibodies against TAF9B (#G2306), RNA POL2 (8WG16), and IgG control with EB-MN differentiated for 8 days. EB-MN samples were fixed with 0.5% formaldehyde for 10 min at room temperature and ChIPs were performed as described previously (Liu et al., 2011; Zhou et al., 2013b). ChIP-qPCR experiments were performed using EB-MN samples differentiated for 6–8 days. ChIP-seq libraries were prepared following Illumina protocols and sequenced at the QB3 Vincent J Coates Genomics Sequencing Laboratory, UC Berkeley. Reads were mapped to UCSC version mm9 using Bowtie (Langmead et al., 2009). ChIP-seq peaks were determined using MACS (Zhang et al., 2008) and significant peaks were associated to genes using GREAT default parameters (McLean et al., 2010).

### Mouse *Taf9b* KO

All animal experiments were performed in strict accordance with the recommendations in the guide for the care and use of laboratory animals of the National Institutes of Health and following the animal use protocol (#R007) approved by the Animal Care and Use Committee (ACUC) of the University of California, Berkeley. *Taf9b* KO mouse was generated in the UC Berkeley transgenic facility by injecting *Taf9b* KO murine ES cells (TAF9b^tm1(KOMP)Vlcg^) into albino C57BL/6 background (C57BL/6J-*Tyr*^*c-2J*^) and chimeric mice were obtained. *Taf9b* heterozygous animals were backcrossed to WT C57BL/6 mice to obtain *Taf9b* heterozygous mice without the albino phenotype (*Tyr*^*c-2J*^). Mice were genotyped by PCR using primers detecting WT and KO sequences. Primers sequences are available in Supplementary file 3.

How the deposited data were processed for this re-analysis (not part of the article)

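The tables of the authors give FPKM values, which they made with TopHat against RefSeq genes and with Cuffdiff, and these were used as deposited, without further normalization. The p-value of each gene is the authors' Cuffdiff p-value, computed by them before deposit from 1 library per condition. The score of each peak is the MACS score that the authors deposited, after mapping with Bowtie to mm9. Versions and options of these tools were not stated.

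The RNA-seq data are 11 libraries in 6 tables of 23152 loci each, and the ChIP data used here are the TAF9B and RNA POL2 peak lists. The coordinates of the RNA-seq tables match mm9. Symbols were assigned through RefSeq accessions, and positions are given with 1-based starts. With 1 library per condition there is no variance between replicates, so no test of a condition was made.

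Log2 ratios were computed without a pseudocount. A gene listed at 0 in 1 library was given no ratio by itself, but in the list medians, the tallies and the counts of changed genes it stands below or above all measured ratios. Loci with the Cuffdiff status HIDATA, 13 of them in spinal column, are listed at 0 in 1 or both libraries with a p-value of 1, so they are not among the genes counted as changed with a p-value. A gene counted as expressed above 1 FPKM in at least 1 library. It counted as changed past 2-fold with a p-value under 0.05. Lists were compared with 10000 random lists matched on mean expression in 20 bins. The trend with transcript length was a lowess fit with a fraction of 0.3. The correlations are Spearman's rho across genes. The overlap of peaks was at least 1 bp, a peak at a TSS had its midpoint within 500 bp of it, and assignment to a gene went up to 50 kb. Shares carry 95% Wilson intervals.

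Lists came from the paper's figures where these name the genes. Lists of mediator subunits, general transcription factors, Notch pathway genes, Shh targets and cell types were written, and the alternatives chosen, before the data were examined. The genes named are those the paper names for RNA-seq or ChIP-seq and, in each WT/KO comparison, the 5 largest rises and 5 largest falls among genes above 1 FPKM in both libraries with status OK, past 2-fold and with a p-value under 0.05. The other genes named, such as the members with the highest and lowest ratios of a list, were chosen after their values were seen. The value of 1 gene of Figure 1—figure supplement 1A is not reported here by itself.

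The counting of changed genes was tested on simulated data, in which 200 of 200 genes changed 4-fold were recovered in each comparison. These genes were above 1 FPKM and were given p-values far under 0.05. The simulation therefore checks the counting step only and does not show how many truly changed genes the criteria find. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.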

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

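The tests of skin tissue, of low levels and of earlier differentiation were chosen only after the results had been seen.

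Epidermal genes drew attention as a signal in genes that the paper's text does not discuss. In KO spinal column 9 of 9 epidermis markers found in both libraries were more than 2-fold higher than in WT, with a median log2 ratio of 6.61. *Krt14* rose from 0.271 to 77.3 FPKM, *Krt1* from 1.03 to 238 FPKM, *Krt10* from 3.60 to 352 FPKM and *Krtdap* from 4.69 to 487 FPKM. The median was 5.75 with the length trend removed and 5.45 with 1 FPKM added to both values, so neither length nor low levels account for the size of the change. The list was not chosen from these libraries, and 6 of its genes were above 1 FPKM in WT tissue. Skin carried over in the dissection of the KO sample would raise these markers, but the 9 that rose are the pattern itself, so their number tests nothing. Such skin and a change of epidermal genes with the genotype cannot be told apart, since each genotype has 1 library, and both stay open.

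Motor neuron markers went in opposite directions at 2 time points. Their median log2 ratio, library labelled KO over library labelled WT, was 1.16 at EB day 4 and -4.04 at EB day 6. Against the spinal column the day 4 value also differs in direction, at -1.02 in that tissue. Neither difference was tested, as there are no replicates. Earlier neuronal differentiation in the library labelled KO would raise general neuron genes at day 4, and their median was -0.59, with 8 of the 12 lower and 4 higher, among them *Nefl* with a log2 ratio of 1.83. As they go both ways, earlier differentiation cannot be told apart from a change of single markers. Low levels at day 4 may account for the ratio: only 2 of the 6 markers, *Tubb3* and *Mnx1*, were above 1 FPKM, and with 1 FPKM added to both values the median was 0.28. The timing of single markers was not tested.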

How the results depend on the processing

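The lists of epidermis, neuron, astrocyte, oligodendrocyte and Schwann cell, respiratory chain, long, leukocyte, fibroblast and Y-linked genes, and motor neuron markers at EB day 4, were taken into this comparison only after their results had been seen. No paired analysis was possible because there is 1 library per condition.

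In all, 54 results were recomputed under 260 alternatives. None reversed, 29 results stayed on the same side of their criterion or within their limits under every alternative run, and 25 changed under at least 1. The filter at 1 FPKM gave no value for motor neuron markers at EB day 4. The medians of the ES cell, progenitor and motor neuron markers, of the neuronal genes of spinal column, and of the TFIID, mediator, general transcription factor and SAGA and ATAC lists are among those that kept their direction and their place beside matched random lists.

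Counts of changed genes depended on the criteria. Without the p-value the lower and higher genes were 71 and 65 in ES cells, 167 and 142 at EB day 2, 560 and 1519 at day 4, 1291 and 1367 at day 6 (9.93% and 10.5% of expressed genes), and 1217 and 1290 in spinal column. This alternative drops a criterion, so it can only add genes. With a Benjamini-Hochberg adjusted p-value under 0.05 the higher genes were 14 in ES cells, the lower and higher ones 45 and 24 at day 2, 41 and 144 at day 4, 210 and 41 at day 6 (1.61% and 0.315%), and 9 and 98 in spinal column. All of these are also among the genes of the unadjusted counts. The share of higher genes in spinal column went from 50.1% to 91.6% with the adjustment and the other way, to 36.0%, with more than 1 FPKM in both libraries (290 lower and 163 higher), and the cause was not tested.

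With more than 1 FPKM required in both libraries, the counts were 20 and 12 in ES cells, 45 and 41 at day 2, 405 higher genes at day 4, 348 lower genes at day 6 (2.97%, and 2.77% higher) and 163 higher genes in spinal column, fewer because genes near 0 in 1 library are left out. With 1 FPKM added to both values they were 23 and 10 in ES cells, 43 and 30 at day 2, and 3.39% higher genes at day 6. With the length trend removed, 237 genes were lower in spinal column, and the median of the qRT-PCR control genes fell to 0.27, no longer beyond the matched random lists. The cause was not tested further. Of the lists added later, 3 changed: 2 stronger and 1 weaker.

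The share of TAF9B peaks overlapping RNA POL2 was 34.8% for peaks within 500 bp, 42.9% for TAF9B scores above the median and 20.5% for RNA POL2 scores above the median. The share of TAF9B peaks at a TSS was 45.5% within 1 kb, 56.0% within 5 kb, 42.8% from the nearest edge and 51.4% for scores above the median. For TAF9B-POL2 peaks it was 86.5%, 91.0% and 83.8% with the first 3 of these, and for TAF9B-only peaks 25.0% within 1 kb, 38.5% within 5 kb and 28.0% for scores above the median. Wider limits can only add peaks; for the scores the cause was not tested. The share of down-regulated genes from 0.1 to 0.5 kb passed the limit of the matched random lists without the p-value (15.3%), with all TAF9B peaks (7.38%) and with scores above the median (10.1%), and the cause was not tested.

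Correlations across genes above 10 FPKM, and with the length trend removed, were 0.116 and 0.0682 for EB day 2 with spinal cord over ES cells, -0.113 and -0.1232 for day 4, -0.515 and -0.467 for day 6, -0.379 and -0.396 for spinal column, and 0.0142 and 0.168 between day 6 and spinal column. Each kept its sign, and the cause of the shifts was not tested. Since depth is unknown, how far it limits the genes near 0 FPKM cannot be given.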

Differences from the paper's values

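A gap is called closed where, for a share, neither value is more than 1.5 times the other and, for a log2 ratio, the value here rounds to the paper's. The paper gives 10% of expressed genes as down-regulated and 10% as up-regulated at EB day 6, against 4.55% and 3.72% here. Of the alternatives set before the data were examined, leaving out the p-value closed the gap, at 9.93% and 10.5%. The adjusted p-value (1.61% and 0.315%), more than 1 FPKM in both libraries (2.97% and 2.77%), 1 FPKM added to both values (4.31% and 3.39%), centring and the removed length trend did not.

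For TAF9B-only peaks within 5 kb of a TSS the paper's value is about 19% in Figure 5—figure supplement 1C, read by eye, against 38.5% here. The paper made that panel with GREAT, whereas here each peak was placed by its midpoint and nearest TSS. These shares may therefore not measure the same thing, and the gap cannot be read as a difference in the peaks. No alternative was set for this distance, and within 500 bp, which is another measure, the share was 21.6%.

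Figure 5—figure supplement 1D gives the paper's shares of genes by distance of TAF9B-only peaks, read by eye. For down-regulated genes they are about 9.8% from 0 to 0.1 kb against 4.46% here, about 16% from 0.5 to 5 kb against 10.1%, about 15% from 5 to 10 kb against 7.95%, about 12% from 10 to 50 kb against 6.96%, and about 11% in the control set against 4.49% of all expressed genes. Without the p-value these were 10.1%, 17.6%, 14.7%, 12.03% and 9.22%, within 1.5 times the paper's values. TAF9B scores above the median came within 1.5 times, though still below the paper's values, from 0.5 to 5 kb (10.7%), from 5 to 10 kb (10.9%) and from 10 to 50 kb (10.0%), and the other alternatives set before the data were examined did not. For up-regulated genes the paper's shares are about 11%, about 11%, about 9.7%, about 10% and about 11% in the classes from 0 to 0.1, 0.1 to 0.5, 0.5 to 5, 5 to 10 and 10 to 50 kb, and about 10% in the control set, against 3.15%, 4.08%, 3.52%, 3.06%, 3.797% and 3.73% here. Only leaving out the p-value came within 1.5 times these values, at 9.84%, 11.6%, 11.7%, 9.17%, 10.0% and 10.2%. The legend of this figure names only the fold.

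In Figure 1—figure supplement 1A the paper's log2 ratios of EB-MN over ES cells, read by eye, are about 7.1 for *Isl1* against 7.28 here, about 5.0 for *Isl2* against 5.16, about 4.0 for *Tubb3* against 4.202, about 9.9 for *Nkx6-1* against 10.09, about 7.3 for *Hes5* against 7.499 and about 7.5 for *Hoxa3* against 7.67. Rescaling the tables to each other closed these gaps, at 7.12, 5.01, 4.05, 9.94, 7.34 and 7.51. The paper's values are about 5.2 for *Mnx1* against 5.42, about 9.2 for *Lhx3* against 9.43, about 1.8 for *Neurod1* against 2.03, about 4.4 for *Pax6* against 4.63 and about 9.4 for *Hoxa4* against 9.63. Rescaling did not close these, at 5.26, 9.27, 1.88, 4.48 and 9.48. With 0.1 FPKM added to both values, *Pax6* was at 4.398, which closed its gap, and 1 FPKM added closed none.

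The paper describes *Taf9b* as deleted in the KO cells, whereas it was higher in the library labelled KO in ES cells (log2 ratio 2.51) and at EB days 2, 4 and 6 (2.98, 1.12 and 1.55). The supplementary list of genes up-regulated at EB day 4 holds genes that did not meet the criteria of the methods: 319 of the 476 genes found met them, and 156 were below 1 FPKM in both libraries.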

Other observations

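The tests of exchanged labels and of reads on the part of *Taf9b* left in place were chosen only after the results had been seen.

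*Taf9b* was higher in the library labelled KO in all 4 culture comparisons, and several explanations were weighed. Labels exchanged in only some of the culture tables would leave *Taf9b* lower in the others, but its lowest log2 ratio was 1.12, at day 4 (deposited p-value 0.262), which argues against this as the whole cause. An exchanged table would also reverse most other genes that changed. Of the genes changed between the ES cell libraries and above 1 FPKM in the EB table, 97.9% kept their direction at day 2, 61.1% at day 4 and 73.2% at day 6, and of 21 genes changed more than 2-fold in all 4 tables, 15 went in a single direction throughout (71.4%). Most of these genes kept their direction in each table, but neither the 61.1% nor the 71.4% reached the 80% set as the limit for these tests, so the argument rests on *Taf9b*. By these libraries alone, labels exchanged in all 4 comparisons cannot be told apart from labels that are right. The library labelled KO is the one with lower motor neuron markers at day 6 (median log2 ratio -4.04), but which cells differentiate is taken from the paper itself. The paper's qRT-PCR on biological replicates found lower motor neuron markers and higher *Pou5f1* and *Nanog* in KO cells at day 6. The library labelled KO goes the same way, which argues against exchanged labels at that day. Its qRT-PCR also found *Taf9b* induced only in WT cells, whereas here the libraries labelled KO have the higher level. Reads on the part of *Taf9b* left in place, transcribed from the inserted cassette, may account for the signal. The level differed only 1.40-fold over the 5 libraries labelled KO, from 3.06 to 4.27 FPKM. It differed 12.9-fold over the 5 libraries labelled WT paired with them, but this range rests on the spinal column tissue, at 6.65 FPKM. In the 4 culture libraries labelled WT the level lay between 0.516 and 1.96 FPKM, a narrower range. The tables give no reads per exon, so this remains a hypothesis.

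Besides *Taf9b*, the ratio was more than 2-fold in the same direction in all 4 culture comparisons at 15 loci above 1 FPKM in at least 1 library of each, among them *Mid1*, *Grb10*, *Hand1* and *Mir692-1*. None, or 0%, lay within 1 Mb of *Taf9b*, which argues against an effect of the deletion on its neighbours as the cause of these changes. Whether genes near *Taf9b* changed in fewer of the comparisons is left open by this count. Of 11 of these loci expressed in spinal column, 4 changed alike there (36.4%), and 3 of these are copies of *Tmem254a*. With so few loci, loss of TAF9B itself cannot be told apart from differences between the cell lines. The Y-linked genes had a median log2 ratio of 1.15 in ES cells, with *Ddx3y* at 7.39 and 13.1 FPKM. No explanation of this value was tested.

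The changes at EB day 6 may in part be a delay in differentiation. Across 12267 genes the log2 ratio at day 6 had a rho of -0.464 with the log2 ratio of spinal cord over ES cells. Of the 484 up-regulated genes, 271 (56.0%) exceeded 1.5 times their highest level in any culture labelled WT. This argues against a delay along the path of those cultures as the whole cause. That path was not a steady one, since *Pou5f1* was at 19.9 FPKM at day 4 and at 198 FPKM at day 6 under the label WT. At EB day 4 fibroblast genes were higher in the library labelled KO, with a median of 2.71 and 8 of 8 more than 2-fold up, and no explanation of this was tested. The number of genes past the criteria was 902 at day 4 and 1076 at day 6, and depth acting through the p-value was weighed. It would raise the share of genes past 2-fold that also have a p-value under 0.05 at day 4. That share was 43.39% at day 4, 1.07 times the 40.48% at day 6, with 42.65% in ES cells and 56.63% at day 2. It covers only genes already past 2-fold, and depth is unknown, so it cannot decide whether depth shaped these counts.

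In spinal column, a trend with transcript length as the whole cause of the lower neuronal genes is argued against by their median of -1.005 after the trend was removed. A smaller share of spinal cord tissue in the KO sample would lower glial genes as much, but the higher of the astrocyte and oligodendrocyte medians lay 0.809 above the neuron median, which argues against it as the whole cause. Loss or altered expression of neurons stays open. Respiratory chain genes were higher by a median of 1.20, and 0.457 with the length trend removed, above 98.78% of matched random lists, so that trend may account for a part but not the whole. Genes of long transcripts with broad expression were lower by a median of -1.61, and by -0.75 with the trend removed. Leukocyte genes were higher by a median of 1.23 and red blood cell genes by 1.04, the latter over 4 genes. The sex of the pups is an unlikely cause: the largest size of a log2 ratio among *Xist* and the Y-linked genes was 0.662, and *Xist* was near 0 in both libraries.

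E-box motifs were 1.25 times as frequent in the central 100 bp of TAF9B-only peaks as in the flanks (18.7% against 15.0%), and 0.884 times for TAF9B-POL2 peaks. This ratio lies between the limits set for the test, so binding sites of basic helix-loop-helix factors under the peaks cannot be told apart from base composition. The expression level of the genes does not account for the larger share of down-regulated genes near TAF9B-only peaks: the share from 0.5 to 5 kb was 10.1%, above each of the random lists matched in expression.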
